# Gum Arabic modulates the microbiota-gut-brain axis and affects general fitness in zebrafish

**DOI:** 10.1038/s41598-025-17665-z

**Published:** 2025-10-02

**Authors:** Justin Abi Assaf, Jean-Charles de Coriolis, Alice May Godden, Eve Redhead, Jamie Bartram, Jayme Cohen-Krais, Karina Silova, Zoe Crighton, Gwenaelle Le Gall, Saber Sami, Sami Ahmed Khalid, Simone Immler

**Keywords:** Dietary fibre, Reproductive fitness, Locomotion, Brain transcriptome, Acetate, *Cetobacterium*, Metabolomics, RNA, Bioinformatics, Experimental organisms, Computational biology and bioinformatics, Ecology, Microbiology, Molecular biology, Physiology, Systems biology

## Abstract

Gum Arabic (GA) (*Acacia senegal* var. *senegal*) is an edible tree exudate and dietary fibre shown to improve health in humans and animals. We tested the ramifications of GAon organismal health across the microbiota-gut-brain axis by supplementing female and male zebrafish (*Danio rerio*) with two concentrations(6% or 60%) of GA (*Acacia senegal* var. *senegal*) for two weeks. We assessed the effects on the gut microbiome composition, intestinal and brain metabolic profiles, reproductive fitness, locomotion, and brain gene expression. GA supplementation induced a relative decrease in Proteobacteria and a relative increase in Fusobacteria, with a rise in the beneficial genus *Cetobacterium*. In the GA-supplemented fish, we detected increased intestinal glucose metabolism, evidenced by reduced glucose retention levels. Additionally, high levels of acetate were detected in the brain. Interestingly, the gene *cart1*, involved in appetite and hunger control, was significantly downregulated in female brains only. Consistently, we detected increased locomotion in GA-supplemented fish compared to Control fish. Interestingly, GA supplementation had a negative effect on female reproductive fitness and a positive effect on male reproductive fitness. .Our results emphasise the significance of evaluating the impact of dietary fibre at a systemic level to develop relevant nutritional guidelines that consider the different nutritional requirements of each sex.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-17665-z.

## Introduction

Diet modulates the dynamic nature of the gut microbiome, influencing not only its composition but also its function and diversity. Different diets vary in their nutritional profile, whole-food composition, caloric value, and dietary fibre (DF) content, all of which can alter the microbial architecture, leading to either positive or negative health ramifications^1^. A diet rich in DFs is essential for optimal health and well-being by preventing various non-communicable diseases due to its putative positive effects on cardiovascular, metabolic, and cognitive health in addition to weight management, appetite regulation, and inflammation^1–5^. DFs constitute a wide range of heterogeneous compounds that resist digestion, and the gut microbiome plays a key role in breaking them down to expose their beneficial properties to the host organism^6,7^. This bidirectional interaction between the gut microbiome and DFs not only influences intestinal health and metabolism but also mediates host behaviour and fitness via the gut-brain axis^8,9^.

Gum Arabic (GA) is an edible tree gum exudate obtained by the incision of the trunks and the branches of *Acacia senegal* (L.) Willdenow, native to the arid and semi-arid regions of Africa. Also known by several names like gum Acacia, Senegal gum, and Sudan Arabic gum, GA is chemically composed of highly branched and high molecular weight glycoproteins and polysaccharide complexes of which 90% is arabinogalactan, a polymer of arabinose (17–34%) and galactose (32–50%) with prebiotic properties, in addition to some amino acids and minerals^10,11^. It is a key additive (E-Number 414) in the food industry, mainly used as an emulsifier and a stabiliser, but its potential benefits as a DF have been largely overlooked^12^. Traditional medicine has long suggested health benefits from its oral consumption, particularly with reports indicating positive effects on vital organ functions, such as the kidneys^13^, the brain^14^, the heart^15^, and the liver^16^ in both humans and animals. Although not primarily consumed in the Western world as a source of DF, people in sub-Saharan regions like Sudan have incorporated GA into their day-to-day life for both medicinal and alimentary purposes long before it was considered safe for human consumption by regulatory bodies like the Food and Drug Administration (FDA) and the Food and Agriculture Organization (FAO) in the 1970s^17–19^.

GA displays a range of potential health benefits. A randomised clinical trial revealed that after 12 weeks of receiving 20 g/day of GA, participants showed a significant decrease in systolic and diastolic blood pressure and fasting blood glucose^20^. Similarly, the administration of GA was associated with improved renal function in patients with progressive chronic kidney disease (CKD)^13^, and the oral administration of 30 g GA per day had antioxidant and anti-inflammatory effects in patients undergoing haemodialysis^21^. A recently published systematic review of 29 clinical trials utilising GA as a therapeutic agent for various human diseases and conditions indicated that GA improves oral health, gastrointestinal functions, and supports healthy weight management in addition to alleviating the adverse effects of sickle cell anaemia and rheumatoid arthritis^22^. Beneficial effects have also been identified in mice where the administration of GA mitigated the expression of key pro-inflammatory plasma cytokines: IL-6, IL-1β, and TNF-α; despite being fed an inflammatory high-fat diet^23^. Furthermore, GA improved semen quality in rats^24^ and ovarian function in mice^25^ while exhibiting no teratogenic effects^26^; and in rats, GA enhanced cognitive ability whilst demonstrating neuroprotective properties^14,27^. Additionally, GA has prebiotic and modulatory effects on the gut microbiome^10,28–30^ via its fermentation by bacteria into microbial-derived metabolites, mainly short-chain fatty acids (SCFAs)^29,31,32^. This microbiota-gut-brain axis is directly influenced by the diet, which in turn can affect the cognitive behaviour and immunity of the organism^33–35^. The broad range of health benefits associated with GA supplementation suggests that its effects are likely to occur at various levels along the gut-brain axis; however, the exact mechanisms are not yet fully understood.

The nutritional requirements of DFs in zebrafish (*Danio rerio*) are underexplored and under-characterised, with few studies linking DF supplementation to whole-organism phenotypes. In this study, we assessed the health implications of *Acacia senegal* var. *senegal* (hereafter referred to as GA*) supplementation at multiple levels, from the gut microbiome to brain function, including reproductive behaviour, by experimentally manipulating the dietary supplementation of GA in zebrafish*.* Various human clinical trials^13,17^ have supported the health claims of GA consumption; however, these are not widely accepted in clinical practice due to the lack of mechanistic insight. We conducted a preclinical in vivo study using zebrafish, a non-mammalian vertebrate model, to elucidate and highlight both the benefits and potential trade-offs of dietary fibres, with particular focus on GA. We exposed female and male adult zebrafish (approximately 1 year old) to two GA-supplemented diets (6% or 60% GA*) for two weeks and compared them to Control fish fed a standard diet. No washout period was used. Immediately after the feeding period, we assessed reproductive fitness and locomotory behaviour, then collected the intestine and brain for gut microbiome profiling, tissue metabolomics, and brain transcriptomics (Fig. 1).

**Fig. 1:**
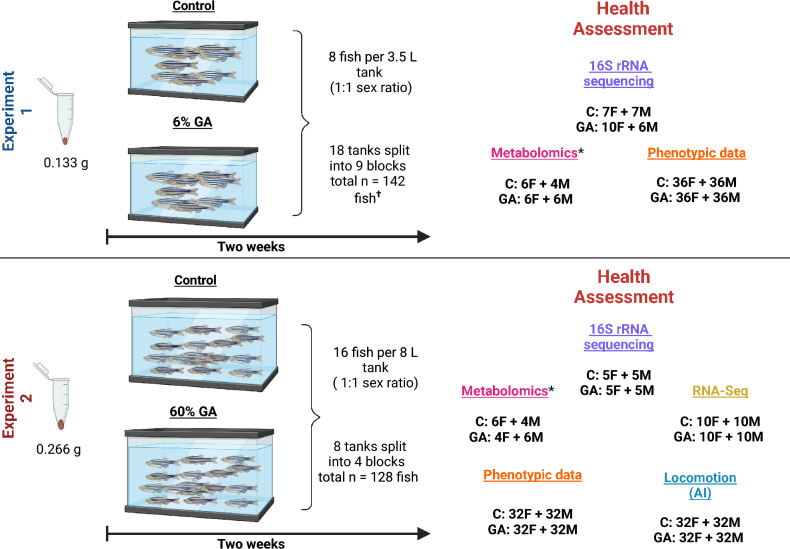
Overview of the experimental design for both experiments using 6% and 60% GA* supplementation. The total number and sex (F: female, M: male) of the fish used in the two independent experiments and the sample size for each health assessment are shown. ^†^Two fish died, ^*^Controls were pooled from both experiments. The figure was created in BioRender.com.

## Results

### The effects of GA on the gut microbiome

To assess the effects of GA on the gut microbiome and its potential prebiotic properties, we performed 16S rRNA sequencing of the gut microbiome in fish with and without GA* supplementation. In line with previous findings, the dominant microbes in the zebrafish belong to two major phyla, Proteobacteria and Fusobacteria^36^ (Fig. 2A). GA* supplementation reduced the relative abundance of Proteobacteria in favour of an increase in Fusobacteria when compared to Control fish and the strength of the effect was similar in 6% and 60% GA* supplemented fish. However, the effects were stronger in females compared to males (Fig. 2B). The relative abundance of the main genus *Cetobacterium* in the Fusobacteria increased in females in both experiments whereas in males, we detected an increase only in the 6% GA* cohort (Fig. 2C and Fig. S2 in *SI Appendix*). This genus is of particular interest since it is beneficial for the health of various teleost species, including zebrafish, where it has been shown to enhance immunity against pathogens, to reduce inflammation, and to produce SCFAs^37–40^.

**Fig. 2:**
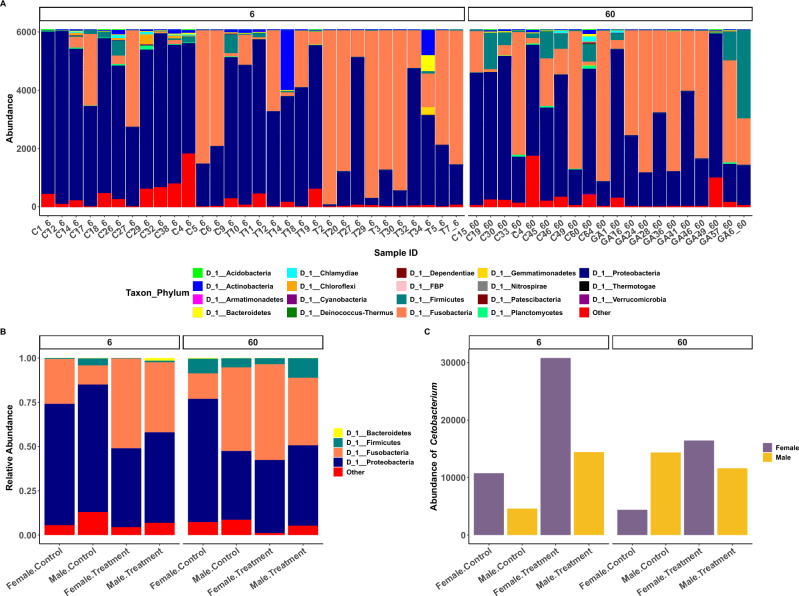
Microbiome composition stratified according to experimental conditions and sex. Abundance plot showing the two major phyla, Proteobacteria and Fusobacteria (**A**) in all zebrafish used in this analysis and (**B**) in the two sexes separately. We observed a general drop in the ratio of Proteobacteria/Fusobacteria in GA*-supplemented fish compared to Control. (**C**) Abundance of *Cetobacterium* in males and females, showing an increase in GA*-supplemented fish compared to Control fish, with a stronger effect in females.

We found no significant changes in α-diversity in either sex in the 6% GA* experiment as indicated by the Observed Operational Taxonomic Unit (OTU) richness and the Shannon diversity index (Fig. 3A and B). However, the OTU index (but not the Shannon index) indicated a decrease in microbial diversity when comparing female fish from the 60% GA* experiment to female Control fish (Dunn post-hoc after Kruskal–Wallis, Benjamini–Hochberg False Discovery Rate (FDR)^41^ *p *_adj_ = 0.003), but no such effect was apparent in males (Fig. 3A and B). This suggests that 60% GA* can potentially reduce the number of gut bacteria in females without affecting their relative abundance. In 6% GA*-supplemented fish, the unweighted and weighted UniFrac β-diversity were more uniform compared to Control fish as indicated by the tight clustering of samples and the narrow ellipses (Fig. 3C and D), and we found a significant effect of supplementation (PERMANOVA: *F* = 1.32, DF = 1, *p* = 0.043 and *F* = 3.3, DF = 1, *p* = 0.014) but no sex differences (PERMANOVA: *F* = 1.18, DF = 1, *p* = 0.1 and *F* = 2.24, DF = 1, *p* = 0.062), for unweighted and weighted UniFrac respectively. In fish under 60% GA* supplementation, both females and males showed changes in the microbial communities compared to Control fish as indicated by the unweighted UniFrac β-diversity index (Fig. 3C), as a direct effect of the 60% GA* dosage (PERMANOVA: *F* = 1.42, DF = 1, *p* = 0.021) but not sex (PERMANOVA: *F* = 1.02, DF = 1, *p* = 0.348). In contrast, the weighted UniFrac β-diversity index did not significantly differ between fish under 60% GA* and Control (Fig. 3D; PERMANOVA for treatment: *F* = 1.09, DF = 1, *p* = 0.357 and PERMANOVA for sex: *F* = 1.60, DF = 1, *p* = 0.17).

**Fig. 3:**
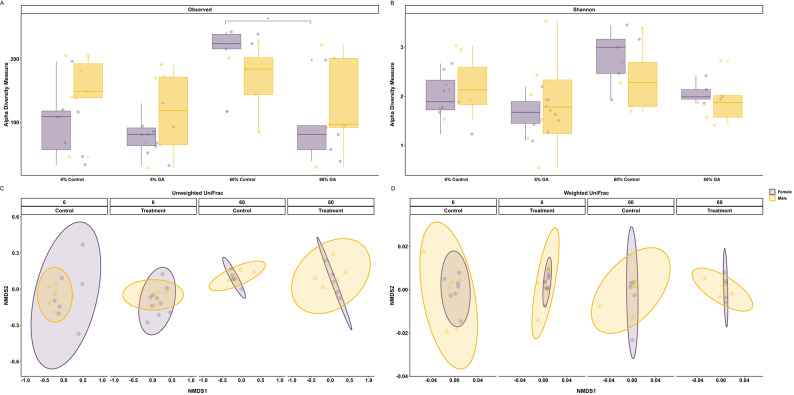
Microbial diversity assessed by α and β diversity. (**A**, **B**) Observed and Shannon indices of the gut microbiome based on 16S analysis. Under 6% GA*, no statistically significant changes in the α-diversity between the samples were detected. Under 60% GA*, only female fish displayed a significant drop (Kruskal–Wallis, * denotes *p *_adj_ = 0.003) in α-diversity compared to the Control indicated by the Observed index. Box plots represent the median, interquartile range, minimum, and maximum values with each dot representing a sample. (**C**) Unweighted UniFrac β-diversity based on 16S analysis, where 6% and 60% GA* supplementation resulted in a significant decrease, especially in females (PERMANOVA, *p* < 0.05). (**D**) Weighted UniFrac β-diversity based on 16S analysis where 6% GA* supplementation caused a decrease in both males and females (PERMANOVA, *p* < 0.05). However, we found no significant effects of 60% GA* supplementation.

### The effects of GA on the metabolic profile of the intestine and the brain

We performed ^1^H NMR (nuclear magnetic resonance) metabolic analysis to investigate the effects of GA supplementation on the metabolome, with a focus on the gut-brain axis. We identified and quantified 61 metabolites (*SI Appendix,* Table S2, Table S3, and Fig. S3) where 39 metabolites were detected in the intestinal samples and 22 metabolites were found in the brain (Fig. 4). Interestingly, acetate, one of the key SCFAs, was highly concentrated in the brain tissues of both female and male fish under 60% GA* supplementation compared to Control fish. In the brains of GA*-supplemented fish, we also observed a gradual increase in metabolites compared to the Control in both sexes, with most cerebral metabolites being detected in the 60% GA* fish. These detected brain and intestinal metabolites were most abundant in the 60% GA*-supplemented female fish.

**Fig. 4:**
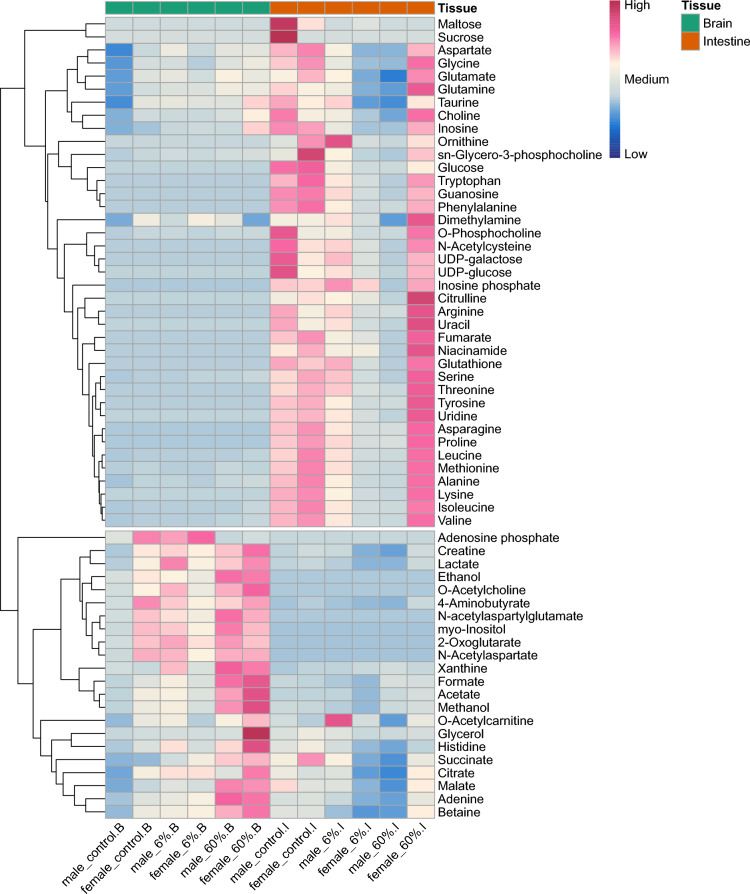
Heatmap displaying the 61 metabolites detected in the brain (B) and the intestine (I) by H^1^ NMR. The abundance of metabolites shows a tissue-specific pattern. Colours in pink indicate a relative increase and colours in blue indicate a relative decrease.

### The effects of GA on organismal fitness

To test the effects of GA supplementation on organismal fitness, we assessed reproductive fitness in the experimental adult fish and their offspring (Fig. 5A–D). At the end of the two-week dietary intervention, both Control and GA* fish were crossed with non-experimental ABWT fish by natural spawning. By producing the eggs, female zebrafish have a direct physiological contribution to the clutch, whereas male zebrafish contribute indirectly by providing the sperm needed for egg fertilisation and by initiating the courtship and mating behaviour^42,43^. We found no statistically significant effects on clutch production (YES/NO) in fish under 6% GA* supplementation (binomial Generalised Linear Mixed-Effects Models (GLMER): $$\upchi$$^2^ = 0.40, *z* = 0.64, DF = 1, *p* = 0.52) nor 60% GA* supplementation (binomial GLMER: $$\upchi$$^2^ = 0.54, *z* = -0.73, DF = 1, *p* = 0.46) when compared to Control (Fig. 5A). Interestingly, the marginally non-significant interaction between 60% GA* and sex may indicate a subtle increase in reproductive success in males compared to females (binomial GLMER: $$\upchi$$^2^ = 3.18, DF = 1, *z* = 1.8, *p* = 0.075) (Fig. 5A). Similarly, neither 6% GA* (Poisson GLMER: $$\upchi$$^2^ = 0.10, *z* = -0.56, DF = 1, *p* = 0.76) nor 60% GA* supplementation (Poisson GLMER: $$\upchi$$^2^ = 0.13, *z* = -2.5, DF = 1, *p* = 0.72) had an impact on the total number of eggs produced (size of clutch) compared to the Control group (Fig. 5B). However, under 60% GA*, there was a significant interaction effect between treatment and sex (Poisson GLMER: $$\upchi$$^2^ = 12.56, *z* = 3.54, DF = 1, *p* < 0.001), indicating a sex-specific effect where GA*-supplemented females produced significantly smaller clutches compared to 60% GA* males (Poisson GLMER: Treatment:Sex interaction: *z* = − 3.11, DF = 1, *p* = 0.01) (Fig. 5B). Additionally, Control females produced significantly larger clutches compared to the 60% GA*-supplemented females (Poisson GLMER: Treatment:Sex interaction: *z* = 2.54, DF = 1, *p* = 0.05) (Fig. 5B).

**Fig. 5:**
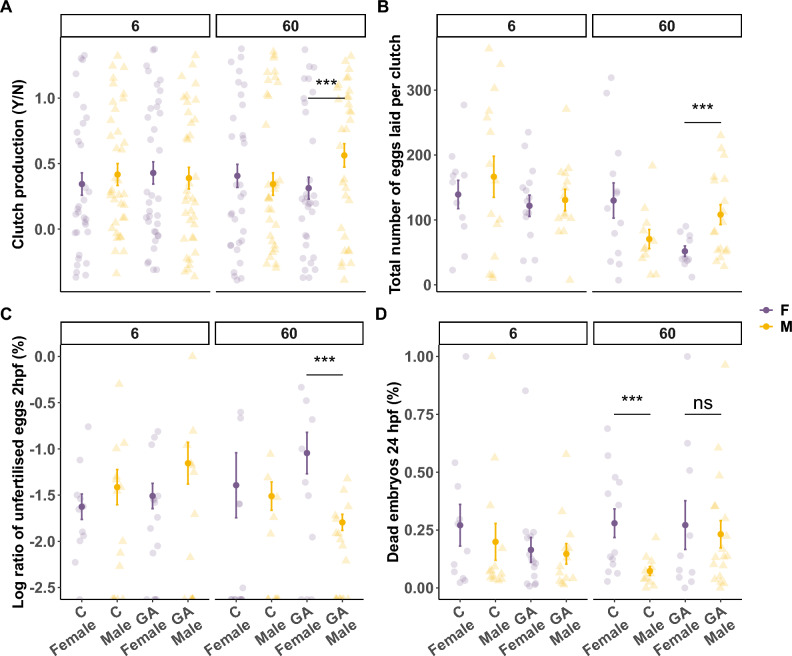
Scatter plots displaying measures of reproductive fitness obtained from spawning events between experimental and non-experimental fish. The centre bold dots and error bars indicate mean ± standard error and colours indicate males (purple) and females (yellow). (**A**) Clutch production during spawning (YES/NO) showed only a significant effect of GA under 60% GA* supplementation indicated by a significant interaction between Treatment:Sex. (**B**) The total number of eggs (clutch size) did not show any significant effects of 6% GA* supplementation, but we found a strong interaction effect between Treatment:Sex under 60% GA* supplementation, where GA*-supplemented females produced significantly fewer eggs per clutch compared to GA*-supplemented males. (**C**) Fertilisation success is measured as % unfertilised eggs. Data are plotted on a logarithmic scale for better visualisation. 6% GA* supplementation had no significant effects on the % of unfertilised eggs at 2 hpf, but 60% GA* supplemented females produced significantly more unfertilised eggs compared to Control females and more unfertilised eggs were detected when comparing 60% GA* females to the 60% GA* males. (**D**) Regarding embryo survival at 24 hpf, 60% GA* supplementation removed the sex-specific drop observed in the Control. The *** denote significance levels of comparisons based on statistical tests with *p* < 0.001, and ns signifies non-significance.

Whereas 6% GA* supplementation had no significant effects on fertilisation success rate (binomial GLMER: $$\upchi$$^2^ = 0.08, *z* = -0.328, DF = 1, *p* = 0.774) (Fig. 5C) or embryo survival at 24 hpf (binomial GLMER: $$\upchi$$^2^ = 0.55, *z* = 1.5, DF = 1, *p* = 0.15) (Fig. 5D), 60% GA* supplementation resulted in a greater ratio of unfertilised eggs in females but not in males compared to Control fish (binomial GLMER: Treatment: $$\upchi$$^2^ = 4.52, *z* = -0.2, DF = 1, *p* = 0.03; Treatment:Sex interaction: $$\upchi$$^2^ = 2.92, *z* = -1.7, DF = 1, *p* = 0.09) (Fig. 5C). Also, 60% GA* females produced significantly more unfertilised embryos in comparison to the 60% GA* males (binomial GLMER: Treatment:Sex interaction: *z* = 2.7, DF = 1, *p* = 0.03) (Fig. 5C). Surprisingly, despite the 60% GA* males displaying better fertilisation rates, embryo survival at 24 hpf was no different than the ones derived from the crossing of 60% GA* females (binomial GLMER: Treatment:Sex interaction: *z* = 0.8, DF = 1, *p* = 0.86) (Fig. 5D). Refer to Table S4 in the *SI Appendix f*or the full statistical models. Overall, it appears that while GA* has some potentially beneficial effects on male reproductive fitness, the effects on female reproductive fitness, especially at high dosages, are detrimental.

When assessing the activity of the adult fish by measuring locomotion using artificial intelligence of video recordings of shoaling fish, we focused on 60% GA* supplementation to associate this with the previously reported effects on reproductive fitness. We found that 60% GA*-supplemented fish covered a significantly shorter total distance (mm) compared to Control fish (Gaussian Linear Mixed-Effects Models (LMER): $$\upchi$$^2^= 30.49, *t* = -5.5, DF = 1, *p* < 0.0001) (Fig. 6A), but they swam faster (mm/s) (Gaussian LMER: $$\upchi$$^2^ = 15.53, *t* = 3.9, DF = 1, *p* < 0.0001) (Fig. 6B). This increase in activity in the GA*-supplemented fish could be a possible explanation for the contrasting effects on the reproductive fitness detected in females and males.

**Fig. 6:**
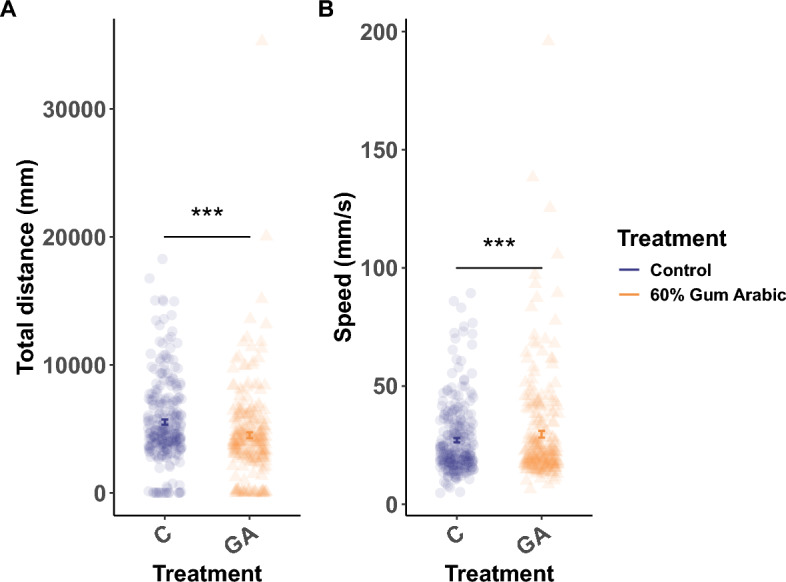
Scatter plots for locomotion showing total distance (A) and speed (B). The centre bold dots and error bars indicate the mean ± standard error. The *** denote significance levels of comparisons based on statistical tests with *p* < 0.001.

### The effects of GA on gene expression in the brain

Due to our observation of the substantial effects of 60% GA* supplementation on the gut microbiome and reproductive fitness, we performed whole transcriptome analysis on brain tissues in female and male fish under 60% GA* supplementation and tested for Differentially Expressed Genes (DEGs) (Table 1). 

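Brains were taken from 10 females and 10 males fed the Control diet and from 10 females and 10 males fed a diet with 60% GA in the dry feed, each for 2 weeks. Messenger RNA selected by its poly-A tail was sequenced in paired-end reads, and the paper states that the reads were processed with the nf-core/rnaseq pipeline on the Ensembl GRCz11 reference. The authors then compared groups with DESeq2, which divides the counts of each fish by a size factor, fits a fold change per gene and divides it by its standard error to give a Wald statistic. The values used here come from 1 of these comparisons, all 20 fish under 60% GA against all 20 Control fish without sex as a covariate. It was recognised by its values, which equal those of this comparison in Table 1. The authors' deposited table lists 25806 genes, each with a base mean, which is the mean normalised count per fish over all 40 fish, a log2 fold change, its standard error and a p-value. It was deposited in 5 copies, whose values differ by at most 0.188%. In the authors' deposited table, 101 genes have a base mean of 0, a p of 1 and no adjusted p, which leaves 25705 genes in the correction for multiple tests. Two-sided p-values recomputed here from the normal distribution differed from the listed ones by at most 2.89e-15, and Benjamini-Hochberg adjusted values by at most 2.25e-13. The counts per fish are held in columns named by fish number, which no sample label pairs with a diet, so counts and depth per fish were not analysed here. The spread between fish is therefore known only through the standard error of each gene. The choices that could change the numbers include the normal distribution behind the Wald p, the absence of a filter on weakly expressed genes, the absence of sex from the model, the tanks, and the handling of outlier counts. The diets were given by tank, in blocks of 1 Control and 1 GA tank, and the paper's description of this comparison names neither tank nor block. If neither was in the model, the standard errors count fish of a tank as independent. The paper's text does not state the settings for outlier counts, so a base mean can be a mean taken after such counts were replaced.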

When running a complete model with treatment and sex as factors, we found no DEGs when comparing 60% GA* to Control fish. However, when comparing gene expression in the brain between all the fish under 60% GA* supplementation and all Control fish without sex as a covariate, we found that *cart1* was downregulated, whereas *snora74* and *clec3ba* were upregulated in the 60% GA*-supplemented fish compared to the Control fish. 

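Of the 25705 genes tested, 3 had a recomputed adjusted p under 0.05 (Benjamini-Hochberg on the Wald p), 2 of them higher and 1 lower under 60% GA. The gene cart1 (ENSDARG00000070930), which encodes a cocaine- and amphetamine-regulated transcript peptide, has a base mean of 7.48 normalised counts per fish in the authors' deposited table. Its log2 fold change in the authors' deposited table is -4.72 with a standard error of 0.896. The 95% Wald interval computed from these runs from -6.47 to -2.96, which leaves out 0, and the adjusted p is 0.00178 (Benjamini-Hochberg on the Wald p). If the fitted group means average to the base mean, this fold change corresponds to 14.4 normalised counts per Control fish and 0.548 per fish under 60% GA. The small nucleolar RNA snora74 (ENSDARG00000102120) has a base mean of 0.463 in the authors' deposited table, which amounts to 18.5 normalised counts over all 40 fish together, after any replacement of outlier counts. Selection by poly-A tail recovers few small nucleolar RNAs. The 14 such genes tested have a median base mean of 1.28, against 40.0 over all genes. While the paper's methods name a directional library kit, the deposited sample sheet gives the libraries as unstranded. Whether the counts of snora74 include reads of an overlapping gene was not analysed here. Its log2 fold change in the authors' deposited table is 18.48 with a standard error of 2.94, and the interval runs from 12.71 to 24.25. The adjusted p of snora74 is 8.59e-06 (Benjamini-Hochberg on the Wald p). The same calculation places 0.926 normalised counts per fish under 60% GA and 2.53e-06 per Control fish, a total of 5.07e-05 over the Control group. On that calculation nearly all of its counts would lie in the 60% GA group, and the size of the fold change would have no measured denominator. Where the counts lie, and how many fish carry them, was not analysed here. The interval and the adjusted p of snora74 rest on the same fitted fold change and standard error. No other gene exceeded an absolute log2 fold change of 4.81, and among the 2845 genes with a base mean under 1 the others reached at most 3.45. Under the alternatives, all chosen after the values had been seen, the number of genes ranged from 1 to 9, and the largest came from dividing the statistic by its robust SD. A Student distribution with 38 degrees of freedom, which counts the 40 fish as independent, in place of the normal distribution left 1 gene, snora74, with an adjusted p of 0.00601 (Benjamini-Hochberg on the Student p), and gave cart1 an adjusted p of 0.0739. These are the highest values of snora74 and cart1 over the alternatives, and the lowest, with the robust SD, were 1.84e-08 and 7.77e-05 (Benjamini-Hochberg on the rescaled Wald p). From this comparison, the paper states that cart1 was downregulated and that snora74 and clec3ba were upregulated in the 60% GA-supplemented fish.

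**Figure D1:**
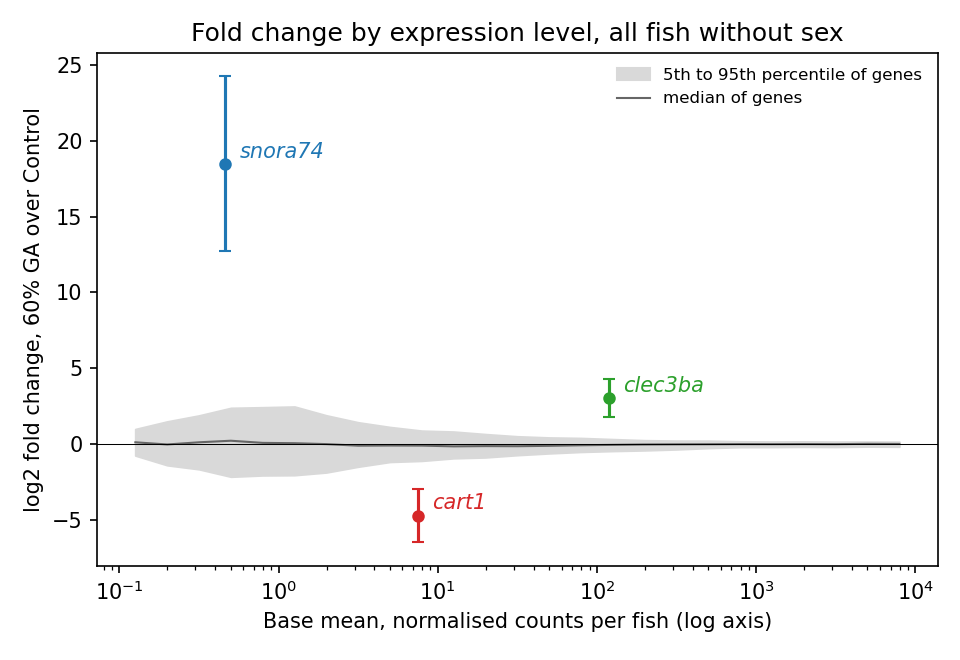
The log2 fold change of 60% GA over Control (vertical axis) against the base mean in normalised counts per fish (horizontal log axis), from the authors' deposited table. The band holds the 5th to 95th percentile of all genes at each base mean, the line is their median, and points with 95% Wald intervals are snora74, cart1 and clec3ba, all outside the band.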

When comparing Control females and Control males, we identified three statistically significant DEGs (*ier2a, egr1,* and *egr4*), that were upregulated in females compared to males, indicating a difference in brain function between the sexes. Two genes, *cart1* and *slc1a2A*, were significantly downregulated in 60% GA* females compared to Control females, but we found no DEGs when running the same analysis in males, further supporting a sex-specific response to GA* supplementation^44^. The gene *cart1* plays a role in feeding behaviour and appetite regulation^45^. The detected downregulation of the *cart1* gene in females suggests a sex-specific regulation of hunger in the brain. In this study, we employed a mixed-sex design (females and males housed together) and therefore both female and male fish were given the exact same amount of food (Control or 60% GA*). Although brain gene expression indicated sex-specific hunger regulation, neither females nor males fed 60% GA* showed statistically significant weight loss compared to sex-matched controls (lmer; *emmeans* contrasts, Tukey*p*_adj_ > 0.05) (Fig. S1 in the *SI Appendix*). 

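The gene clec3ba (ENSDARG00000076541) is the most strongly expressed of the genes past the threshold in the comparison of all fish, with a base mean of 119 normalised counts per fish in the authors' deposited table, higher than that of 63.7% of the genes tested. Its log2 fold change in the authors' deposited table is 3.05 with a standard error of 0.649. The 95% Wald interval runs from 1.78 to 4.32 on the log2 scale, or from 3.43-fold to 20.0-fold higher under 60% GA. With equal groups and group means that average to the base mean, these values correspond to 25.6 normalised counts per Control fish and 212 per fish under 60% GA. Its unadjusted Wald p of 2.57e-06 gives an adjusted p of 0.0220 over all genes (Benjamini-Hochberg on the Wald p). A Student distribution in place of the normal one raised this to 0.287 (Benjamini-Hochberg on the Student p), and a Bonferroni correction of the Wald p gave 0.0660. Over the genes with a base mean of 10 or more alone it was 0.0440 (Benjamini-Hochberg on the Wald p). It lay between 0.0246 and 0.0311 with filters at a base mean from 0.5 to 5 and among protein-coding genes (Benjamini-Hochberg on the Wald p). Dividing the statistic by its robust SD lowered it to 0.000572 (Benjamini-Hochberg on the rescaled Wald p). How many fish carry the difference was not analysed here.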

Notably, the positive effect of GA* on brain function was supported by the upregulation of *clec3ba,* which is orthologous to human *CLEC3B* encoding for tetranectin, a protein with potential neuroprotective and immunomodulatory effects^46,47^.

**Table 1:** List of statistically significant differentially expressed genes identified using DESeq2 comparing gene expression data in brains of male and female fish from Control and 60% GA*.

Comparison	Gene name	Ensembl ID	Base mean	log2Fold Change	lfcSE (Standard Error)	*p*_adj_	Zebrafish Information Network
Control group only (female VS male)	*ier2a*	*ENSDARG00000099195*	460.0414	1.25	0.233	*p* < 0.01	(http://zfin.org/ZDB-GENE-030131-9126)
Control group only (female VS male)	*egr1*	*ENSDARG00000037421*	4612.752	1.29	0.249	*p* < 0.01	(http://zfin.org/ZDB-GENE-980526-320)
Control group only (female VS male)	*egr4*	*ENSDARG00000077799*	1441.57	1.48	0.312	*p* < 0.05	(http://zfin.org/ZDB-GENE-080204-90)
60% GA VS Control (females only)	*cart1*	*ENSDARG00000070930*	12.66	− 5.66	1.1380	*p* < 0.05	(http://zfin.org/ZDB-GENE-030131-8025)
60% GA VS Control (females only)	*slc1a2a*	*ENSDARG00000052138*	9.29	− 6.35	1.372	*p* < 0.05	(http://zfin.org/ZDB-GENE-100422-11)
60% GA VS Control (all samples without sex as covariate)	*snoRA74*	*ENSDARG00000102120*	0.463	18.48	2.942	*p* < 0.001	Small nucleolar RNA
60% GA VS Control (all samples without sex as covariate)	*cart1*	*ENSDARG00000070930*	7.48	− 4.72	0.896	*p* < 0.01	(http://zfin.org/ZDB-GENE-030131-8025)
60% GA VS Control (all samples without sex as covariate)	*clec3ba*	*ENSDARG00000076541*	118.9782	3.05	0.649	*p* < 0.05	(https://zfin.org/ZDB-GENE-110411-71)

## Discussion

 Nutritional science using animal models recognises that no single animal model perfectly recapitulates human biology nor replicates every nuance of human nutrition. Zebrafish is a pertinent translational model for nutrition, offering valuable cross-species insight^48^. Thus, it complements, but not replace, mammalian models such as mice and rats. The dosages chosen for this study were based on other animal models, including rats (*Rattus* sp.) and Nile tilapia (*Oreochromis niloticus*). In rats, the GA dosages ranged between 4000 mg/kg and 20,000 mg/kg^49^, which is equivalent to a human equivalent dose (HED) based on body surface area (BSA) of 649—3243 mg/kg^50^. This translates to 2 mg of GA/fish/day (i.e. 4000 mg/kg body weight when assuming fish weight = 0.0005 kg) in our 6% GA experiment. In Nile tilapia and other fish species, a ratio of GA ≤ 10% (total food weight) showed beneficial health effects^51–54^, which translates into the HED of 6% GA in zebrafish (i.e. 4000 mg GA/kg body weight) being the equivalent of 280,000 mg GA per day in a 70 kg human adult. Similarly, 60% GA (i.e. 40,000 mg GA/kg) in zebrafish is the equivalent of 2,800,000 mg GA in a 70 kg human adult. However, when applying the BSA normalisation method, the HEDs are around 256 mg/kg in the 6% GA and 2564 mg/kg in the 60% GA experiments, respectively. The K_m_ factor of a 70 kg human adult with a BSA of 1.81 m^2^ is 39^55^. On the other hand, the K_m_ factor of zebrafish is around 2.5 (weight = 0.0005 kg and BSA = 2 × 10^–4^ m^2^; Table S5 in the *SI Appendix*)*.* In summary, the total HED of 256 mg/kg is around 18 g of GA (number of servings = 4 tsp) and around 180 g (number of servings = 36 tsp) of GA for 2564 mg/kg in a 70 kg human adult. Evidently, even the HED of 60% GA is impractical and not realistic. Therefore, results at the higher exposure (60% GA) are unlikely to generalise to typical human intakes, and extrapolation from zebrafish to humans should be made with caution.

Our results demonstrate that GA* supplementation affects female and male zebrafish at multiple levels, spanning from the gut microbiome to metabolic turnover in the gut and brain, and ultimately, overall fitness. The strength of the effects was dosage dependent, where 6% GA* supplementation had positive effects on the gut microbiome in both females and males, with no further implications on reproductive fitness, whereas the effects of 60% GA* supplementation went beyond the microbiome and affected the metabolic rates in the intestines and overall brain activity, potentially at the cost of reduced reproductive fitness in females. The microbiota-gut-brain axis is increasingly recognised to play a key role in organismal health. Changes in the gut microbiota are associated with a range of neurological conditions such as Alzheimer’s, Parkinson’s disease, autism spectrum disorders (ASD), and potentially even mood^56,57^. GA has previously been shown to enhance cognitive abilities and, more recently, to be anti-epileptic in rats^58^. Our results suggest that the substantial changes in gut microbiota in GA*-supplemented fish after just two weeks may have downstream effects and ramifications from gut health to brain function and behaviour. Due to the highly dynamic nature of the gut microbiome, dietary changes and the availability of nutritional substrates influence its composition and architecture. DFs have been thoroughly documented to exhibit gut modulatory effects in humans and animals, which contribute to their positive health benefits^59,60^. In line with previous findings on other DFs, we demonstrated that GA* can favourably shift the Proteobacteria/Fusobacteria (P/F) ratio towards the more beneficial Fusobacteria, and consequently, *Cetobacterium* (Fig. 2A–C and Fig. S2). In zebrafish, a drop in Fusobacteria and a corresponding increase in the P/F ratio is directly linked with gut dysbiosis^61^. In our study, 6% GA* was sufficient to generate beneficial effects on the gut microbiome over just two weeks. Our findings suggest a possible difference in gut microbiome composition according to sex but primarily highlight the sex-specific response to GA* supplementation.

The role of sex in shaping the gut microbiome is contested and inconsistent^62–66^. However, research has shown that sex-specific hormones can alter the gut microbiome composition by influencing the host-microbiome interactions. At the same time, the sex hormones differentially affect the physiology and behaviour of the two sexes, which in turn affects the microbiome^62,67,68^. However, variation in diet has been consistently shown to exert sex-specific changes on the gut microbiome across different species, including the zebrafish^69–71^. In line with the concept of a sex-specific microbiome, we observed that the increase in the relative abundance of *Cetobacterium* was more pronounced in females across both GA* treatments (Fig. S2). However, the higher dosage of 60% GA* only reduced the Observed α-richness in females (Fig. 3A). Since the zebrafish display sexual dimorphism in anatomical, physiological, and behavioural aspects^72–74^. We speculate that this sex-specific effect of GA* on the microbiome is due to diet-host interactions. *Cetobacterium*, a prominent bacterium in the Fusobacteria phylum, is known to produce acetate^40^ which can cross the blood–brain barrier to control appetite and glucose metabolism^40,75^. Acetate, like all SCFAs, is primarily produced in the colon due to microbial fermentation of dietary fibres. In mammals, acetate can be endogenously produced by the liver, albeit to a lesser extent^76,77^. In the zebrafish, the current data are suggestive but still scarce, with almost all papers highlighting and emphasising the role of the gut microbiome in generating acetate as the primary source.

Our metabolic profiling analysis revealed abundant levels of glucose in the intestinal tissue of the Control group, in contrast to negligible amounts in the GA*-supplemented fish (Fig. 4). Interestingly, this suggests that GA* can regulate glucose metabolism and appetite through the microbiota-gut-brain axis, particularly via microbial-derived metabolites. Acetate, a key SCFA, modulates immune responses by interacting with immune cell receptors and influencing cytokine production^78^. This modulation, in turn, impacts several metabolic pathways like tryptophan metabolism and its broader health implications include metabolic fitness and cognitive performance^79,80^. We propose that the acetate generated by *Cetobacterium* in response to GA supplementation induced insulin secretion by stimulating the parasympathetic nervous system^40^ (Fig. 7). Subsequently, insulin reduces blood glucose levels by stimulating the glycolytic activity of the fish gut; thus, using up intestinal glucose for metabolism^81^ (Fig. 7). Our metabolomics data do not provide information on insulin levels, most likely because insulin is measured in the plasma and pancreatic tissues using immunoassay techniques^82^. Although insulin was not available in our dataset, tissue glucose was quantified using NMR in both the brain and the intestine. Additionally, acetate plays a role in appetite and feeding behaviour, which subsequently regulates metabolism via interactions with neuropeptides and gut hormones; however, these contrasting effects are dependent on the species, route of administration, and acetate source^75,83–85^. Notably, high levels of acetate were detected in the brain tissues of both females and males under 60% GA* supplementation (Fig. 4). These findings indicate that GA* can support metabolic health and regulate appetite in both sexes.

**Fig. 7:**
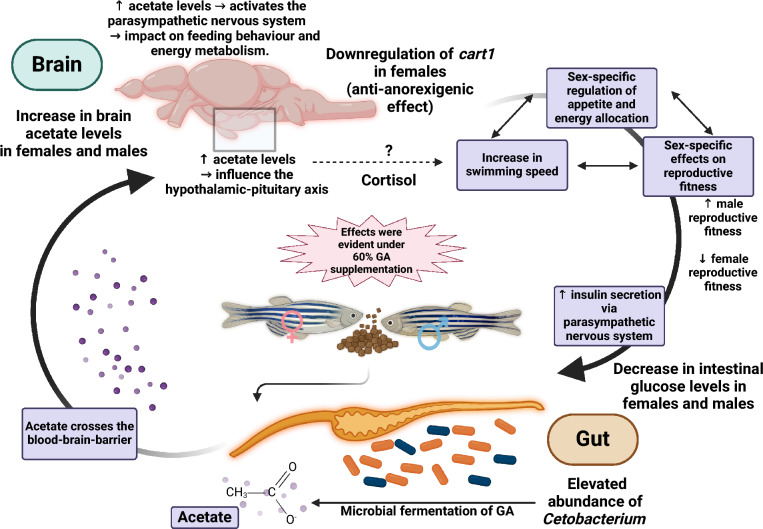
Gum Arabic affects general fitness via the microbiota-gut-brain axis in a sex-specific manner with prominent health ramifications detected under 60% GA supplementation. A schematic model displaying our proposed mechanism of action where ($$\uparrow$$) denotes an increase, ($$\downarrow$$) denotes a decrease, ($$\to$$) denotes a causal effect, ($$\leftrightarrow$$) denotes a dynamic relation, and (?) denotes a plausible effect. The figure was created in BioRender.com.

Our results provide further evidence for a positive effect of GA on the microbiota-gut-brain axis. The observed increase in the relative abundance of *Cetobacterium* under 60% GA* in female zebrafish may be linked to the downregulation of the *cart1* gene, an anorexigenic gene, in female brain tissues via an acetate-dependent pathway. The effects of acetate on the regulation of the *cart1* gene remain inconsistent with some studies indicating no significant change^86^ whilst others show an up-regulation^85^ in gene expression. This discrepancy emphasises that the acetate-mediated effects on metabolism and appetite can differ depending on whether the source is microbial-derived or exogenous^83^. From a mechanistic perspective, our study suggests that the microbial-derived acetate from the GA* fermentation can potentially counter the anorexigenic effects of the *cart1* gene, particularly in females (Fig. 7). Similarly, the gut microbiota has a direct influence on the hypothalamic–pituitary–adrenal axis (HPA), which in turn regulates the organism’s response to metabolic, physiological, and psychological stimuli^87^. Interestingly, there is also a sex-specific link between the *cart1* gene and the HPA axis, particularly in the hypothalamus, with potential downstream effects on the glucocorticoid hormone cortisol and subsequently, stress^88^. In female zebrafish, the observed downregulation of *cart1* may relate to activity in the hypothalamic-pituitary-interrenal (HPI) axis, the teleost homologue of the mammalian HPA axis^89^, with possible ramifications on stress-related behaviours and appetite regulation^90^. However, cortisol levels were not measured, and we can only propose, but not corroborate the exact mechanisms. Since the brain acetate levels were mostly abundant in the females of the 60% GA*-supplemented cohort (Fig. 4), the activation of the HPA axis via acetate might also be dosage-dependent. Furthermore, cortisol and insulin have antagonistic effects on metabolism^91^. We suggest that the stimulation of insulin via the parasympathetic nervous system in response to the microbial-derived acetate has a sex-specific impact on cortisol regulation potentially influencing the contrasting phenotypic data (Fig. 7). The mechanism of the sex-dependent effects of acetate on metabolism and hunger control involves a crosstalk between the microbiota-gut-brain axis and the endocrine system, which warrants further investigation. Additionally, de novo vitamin B_12_ biosynthesis can be derived from *Cetobacterium*^38^ which is essential for maintaining proper brain functioning and supporting the nervous system^92^. Thus, *Cetobacterium*-derived B_12_ can potentially play a role in zebrafish development and influence its locomotion^92–94^. Under 6% and 60% GA*, the raw abundance and relative abundance of *Cetobacterium* was higher in females; however, this apparent increase was only evident in males under 6% GA* supplementation (Fig. 2C and Supplementary Fig. S2). The impact of vitamin B_12_ on reproductive fitness and embryo quality is scarce. From our data, any reproductive fitness under 60% GA* supplementation was primarily evident in male fish and not in females (Fig. 5). After conducting a differential abundance analysis, LEfSe (Linear Discriminant Analysis Effect Size) identified *Cetobacterium* enrichment in females under 60% GA* vs Control (*p* < 0.05); however, effect size was small (LDA score < 2.5). On the other hand, in males, *Cetobacterium* was slightly higher in the Control group compared to the 60% GA* group. However, neither the *p* nor the LDA effect size reached conventional thresholds^95^. For this reason, any contribution of *Cetobacterium*-derived B12, if present, to reproduction or locomotion remains uncertain and warrants further investigation. Separately, DFs have been shown to exhibit immunomodulatory effects on the gut and to shape the homeostasis of the immune system^96,97^. We detected the upregulation of the gene *clec3ba* in 60% GA*-supplemented fish compared to the Control fish (Table 1), which is in line with the idea that GA may have an immunomodulatory effect and increase the expression of C-type lectins in innate immune cells, namely, macrophages/microglia located in the zebrafish brain^98,99^. Incorporating GA into the zebrafish diet can potentially activate defence mechanisms against infections.

Overall health is often directly linked with reproductive fitness^100,101^. We found potentially beneficial effects of GA* supplementation on male reproductive fitness, particularly at high dosages, whereas the effects were detrimental in females. In animals, the implications of DFs on the reproductive parameters of both sexes have been promising. In boars, the incorporation of inulin and wheat bran during the pre-puberty period enhanced testosterone and semen production^102^. Also, in pigs, the incorporation of a variety of DFs primarily before mating, enhanced reproductive fitness and offspring survival by improving oocyte maturation^103^. The health implications of DFs on human reproduction are currently understudied as most research has focused on metabolic health, but a high-fibre diet can reduce the reabsorption of oestradiol in the gut and subsequently be detrimental to the menstrual cycle in women due to the diet’s influence on the hypothalamic-pituitary axis, supporting the potential role of the gut-brain axis in reproduction^104,105^. Moreover, female gonadal hormones can have contrasting effects; therefore, a low intake of DF may negatively affect male fertility^106^. A possible explanation for the positive impact of GA on male reproductive fitness in our study is that it improves sperm quality as previously reported in mammals^24,107,108^. Also, GA can influence the steroid hormones governing gametogenesis^108–110^ and exhibit antioxidant activity to protect the gametes from damage^25,27,107,110^ in both males and females. Despite potentially displaying some adverse effects under specific conditions, DFs play a crucial role in safeguarding metabolic health which in turn can have positive ramifications on fecundity and reproductive nutrition^111,112^. The association between DFs and reproduction is not linear and likely dosage-dependent, which warrants further investigation. Our study highlights the importance of considering differences in female and male physiology when making dietary recommendations and the potential role of the microbiota-gut-brain axis has on reproductive fitness^67,113–115^.

One possible reason for the associations detected between the 60% GA* dosage and reproductive fitness may be the behavioural changes we identified. We observed that fish supplemented with 60% GA* exhibited increased speed (mm/s) but without swimming a longer distance (mm) compared to Control fish (Fig. 6A and B)*.* This is indicative of a burst swimming pattern rather than a sustained movement. We propose three different possible explanations for the increased speed in GA*-supplemented fish. The first theory is that this hyperactivity may benefit males during courtship and spawning activities, where the males rapidly chase females while nudging their flanks with their snouts and attempting to lead them to the spawning site^116^. The second theory relates to foraging and prey-capture behaviour^117,118^, which could be linked to the downregulation of the *cart1* gene (anti-anorexigenic effect) in the 60% GA*-supplemented females and may induce an increased desire for food or a change in feeding behaviour^119–121^ (Table 1). The increase in activity under GA* supplementation could, in turn, explain the reduced reproductive fitness in females caused by their energy allocation strategy, which favours somatic growth over ovarian growth and reproduction^122–124^. Thirdly, since the HPA axis might be involved, this increase in locomotion observed in the GA*-supplemented fish, specifically the rapid burst in swimming (speed) without increased exploration (distance) might be related to the role of cortisol in response to stress or anxiety^125^. Additional studies investigating the possible behavioural and physiological phenotypes of stress and anxiety in zebrafish fed a high-dietary fibre diet are warranted. According to UK guidelines, human adults should aim to consume 30 g of dietary fibre daily for optimal health benefits^126^. On average, most human clinical trials evaluating the effects of GA on different medical diseases provide around 25–30 g GA per day, which is the equivalent of 357—429 mg per kg body weight^22,49^. Assuming an adult human weighs 70 kg, a typical human dosage would be approximately 350 mg/kg which is equivalent to around 5 teaspoons (1 tsp = approx. 5 g) of GA powder per day. Interestingly, the European Food Safety Authority (EFSA) suggests that a numerically Acceptable Daily Intake (ADI) for GA is not required as even oral intake of large amounts (430—760 mg/kg per day) is tolerated and nontoxic; albeit, with potential gastrointestinal discomfort^127^.

## Conclusion

A diet rich in DFs such as GA yields downstream health benefits on the gut microbiome, metabolic, and cognitive functions. Despite that, the optimal daily nutritional requirements are still highly debated^128–130^ and we are just beginning to understand the effects of DFs on overall fitness^131,132^. Additionally, sex differences are often not considered, and varying results of mixed-sex cohorts are typically reported^133,134^. Our results suggest that GA* can positively affect the gut microbiome composition and subsequently influence brain gene expression and functions. However, we also found negative effects on female reproductive fitness at very high dosages. It is essential to understand when and how DFs exhibit optimal benefits and to enhance our understanding of the interplay between nutrition and health. We employed a holistic approach and demonstrated that a change in GA*, even over a short period, has substantial effects on the microbiota-gut-brain axis and even reproduction, but in a dosage-specific manner. However, further in-depth investigation and mechanistic studies are warranted to verify our findings. Finally, we anticipate follow-up studies in mammalian models, considering sex as a biological variable, to be carried out to help establish sex-specific guidelines for optimal dietary fibre intake.

## Materials and methods

### Animal ethics statement

AB wild-type zebrafish were obtained from the European Zebrafish Resource Center (EZRC) in Karlsruhe, Germany. The fish were maintained at a 1:1 sex ratio under standard conditions, in compliance with UK Home Office guidelines, in the Controlled Environment Facility (CEF) at the School of Biological Sciences, University of East Anglia (UEA). Experiments were performed with approval from the UK Home Office under project licence: P0C37E901. The work was thoroughly reviewed; ethical approval was granted (ETH2223-0289) through UEA’s AWERB (Animal Welfare and Ethical Review Body) before being approved by the Home Office. Additionally, all experimental methods were performed in accordance with relevant university guidelines and regulations, as well as the ARRIVE guidelines (https://arriveguidelines.org/).

While mammalian animal models like mice or rats are physiologically closer to humans, zebrafish is a well-established model species for studying human conditions, ranging from neurological diseases to cancer and is also a well-established model in food research^48,135,136^. Sharing > 70% genetic homology with the human genome and all fundamental metabolic pathways with mammals makes them a valuable model for studying these pathways in a species with a lower sentient threshold, as issued by the Home Office (https://www.gov.uk/guidance/research-and-testing-using-animals). Moreover, zebrafish have the advantage of high fecundity, external fertilisation, and rapid development allowing easy monitoring of fitness-related traits in early offspring in a completely non-invasive manner. Also, in vivo experiments using zebrafish benefit from the ability to utilise a larger sample size compared to mice. Finally, the zebrafish model can also provide insights into gut-microbiota-host interactions as it shares structural and functional similarities with the human gut^135–138^.

### Zebrafish husbandry

All the experimental fish used in this study were healthy adult fish (approximately 1 year old). We excluded any fish with visible morphological and behavioural impairment, such as bad posture, surface lesions, an abnormal caudal fin, and impaired swimming behaviour. Eight adult fish were housed in 3.5 L tanks (6% GA experiment) and 16 adult fish in 8 L tanks (60% GA experiment) on a recirculating rack system (ZebTEC rack with Active Blue technology, Tecniplast, UK) at 28 °C and kept on a 14:10 h light: dark cycle. These zebrafish were fed, ad libitum*,* three (weekend) or four (weekdays) times daily, where the standard dry feed (ZEBRAFEED 400–600 by SPAROS, Área Empresarial de Marim, Lote C, 8700–221 Olhão, Portugal) was given once or twice a day, and the live *Artemia franciscana,* from the Great Salt Lake, Utah, USA (Sep-Art Artemia Cysts, Ocean Nutrition) enrichment twice per day. Zebrafish husbandry is not fully standardised, and practices vary among institutions. The current recommendation is to feed adult zebrafish between 3 and 5% of their body weight (split into 1 or 2 meals)^139,140^. We opted for slightly over 3% of body weight per feed ration, as we believe it strikes a good balance between cost efficiency, preservation of good water quality, and proper maintenance of the adult fish. All fish were fed ad libitum from the same batch of standard dry feed, indicated by the lack of active food searching and the presence of residual feed at the bottom of the tanks.

### Formulation of diets and the source of gum Arabic

The control diet consisted of the pre-formulated commercially available ZEBRAFEED 400–600 by SPAROS, which meets the nutritional requirements of zebrafish. The manufacturer reports a crude fibre content of 1.8% for the basal diet (Weende method), which only quantifies insoluble fibre, such as cellulose and lignin, and does not capture soluble DFs derived from GA^141^. The GA* used in the present study was collected in Sudan and taxonomically identified as *Acacia senegal* va*r. senegal* and is from the same batch previously used in a clinical trial as part of The GARDS Study^13^. The Gum Arabic Board of Sudan provided it in spray-dried powder format. We used food-grade gum Arabic (E-414) from *Acacia senegal var. senegal*. Because GA composition, especially protein content linked to emulsifying properties, varies by species and processing, and we did not independently certify this batch against the E-414 specification in Reg. (EU) 231/2012 (https://eur-lex.europa.eu/legal-content/EN/TXT/PDF/?uri=CELEX%3A02012R0231-20210803)^127^, such variability should be considered in replication.

The GA* was fed to the fish by supplementing their dry food. Briefly, the desired amount of GA* was weighed and dissolved in a minute amount of distilled water, enough to allow the GA* to be dissolved entirely then mixed with a weighed amount of standard feed at a specific percentage (6 or 60% w/w), creating a paste that was then spread out to form thin sheets and left to air dry. Using a coffee grinder, the dried sheets were broken down into small ingestible particles, then placed in an incubator at 30 °C overnight until they were fully dry. All diets were kept in opaque and airtight containers in the fridge (4 °C) for the duration of the study. Daily rations were pre-weighed and sealed in labelled Eppendorf tubes, which were also kept in the fridge until use.

### Experimental design

Two independent experiments were conducted for 6% and 60% GA* supplementation, each with its control group. For both experiments, fish were divided into two treatment groups (Control and GA*) and maintained under Control or GA* supplementation conditions for two weeks. For the 6% GA* supplementation experiment, eight fish were housed in each 3.5 L tank at a 1:1 sex ratio (4 females and 4 males, total n = 142). For the 60% GA* supplementation experiment, 16 fish were kept in an 8 L tank at a 1:1 sex ratio (8 females and 8 males, total n = 128). The sex of adult zebrafish can be easily identified visually and morphologically, especially the AB wild-type strain. For all the fish, sex was confirmed at necropsy by inspection of the gonads (ovary or testes). The stocking density was maintained at 4–10 fish per 1 L of water, consistent with current husbandry recommendations^142^. The experiments were divided into blocks, with each block consisting of one Control tank and one GA tank (6% or 60% GA*). We performed nine blocks in the 6% GA* experiment (nine tanks per treatment with eight fish each: 72 fish of which 36 were males and 36 were females) and four blocks (four tanks per treatment with 16 fish each: 64 fish of which 32 were males and 32 were females) in the 60% GA* experiment (Fig. 1). All the fish were randomly selected from population tanks composed of fish from multiple clutches (different parents); sibling matings were not used to establish these tanks. All selected fish were from the same age cohort. Within experimental tanks, fish were randomly allocated to either the Control diet or the GA*-supplemented diet. Additionally, in each block, the tanks were randomly assigned a location on the rack system to minimise confounders. The sample size was determined a priori based on previous pilot experiments conducted within the group. In short, a total sample size of n = 80 fish (40 Control and 40 GA-supplemented) of a 1:1 sex ratio was sufficient to detect between-sex differences in reproductive fitness. In this study, we implemented Reduction (3Rs) and prespecified smaller cohorts without compromising power to detect effects on reproductive fitness/phenotypic data. In the 6% GA* experiment, we used total n = 72 fish (36 Control, 36 GA; 1:1 sex ratio) and in the 60% GA* experiment we used total n = 64 fish (32 Control, 32 GA; 1:1 sex ratio) (Fig. 1).

Our reasons for selecting 6% and 60% GA* are outlined at the start of the Discussion. On a body-weight basis, the zebrafish dosages were intentionally higher than typical human intakes because GA is water-soluble and may leach from feed when delivered in water. Higher inclusion helps ensure actual ingestion of the target amount. In both experiments, the Control fish were under the standard feeding regime of dry and live feed described earlier, whereas the GA fish were fed dry feed supplemented with 6% or 60% GA* and live *Artemia*. To ensure proper nutrition and avoid caloric restriction, all fish were fed ad libitum over 3% of their body weight/day^139,140,143^. In both experiments, the GA*-supplemented diet was fed to the experimental fish while the control fish received the equivalent amount of dry standard feed without GA supplementation. To compensate for any anticipated differences in macronutrients (protein, lipids, and total carbohydrates) between the Control and GA* diets, particularly the 60% GA*, we made additional efforts during feeding. All fish were provided with concentrated *Artemia* nauplii (> 225,000 hatched shrimp per gram) twice a day, during weekdays. *Artemia* is an excellent source of protein (54%) and a significant source of lipids (11%)^144^. Additional effort was made to ensure that the fish under the experimental diets (6% and 60% GA*) received generous amounts of *Artemia* nauplii to meet or even exceed their nutritional requirements^145^. Additionally, we ensured that the water flow was adjusted during *Artemia* feeding for all tanks to prevent rapid flushing. This compensates for any macronutrient difference between the dry diets and mitigates any confounding effects, in addition to the randomisation in fish tank allocation. In support of this, across all reproductive and developmental outcomes examined, macronutrient levels (protein, lipid, and carbohydrates) did not significantly predict variation in clutch production, egg number, fertilisation, or survival outcomes. In contrast, where significant effects were observed, notably for egg number (*p* = 0.001) and number dead at 24 hpf (*p* = 0.01, both under 60% GA* treatment), GA treatment explained more variance and substantially improved model fit, as indicated by lower AIC/BIC (Akaike Information Criterion/Bayesian Information Criterion) values and significant likelihood ratio tests. These results suggest that GA treatment, rather than macronutrient composition, is the primary driver of the observed differences in these reproductive endpoints (Table S6 in the *SI Appendix*). The dry feed was standardised by pre-weighing and then storing in labelled Eppendorf tubes as follows: 0.133 g for eight fish (6% GA*) and 0.266 g for 16 fish (60% GA*). More specifically, an adult fish weighing 500 mg and being fed over 3% of its body weight is the equivalent of just over 15 mg of dry food/fish. In the 6% GA* experiment, we fed 3.325% of 500 mg which is around 16.625 mg of dry feed (8 fish per tank X 16.625 mg = 0.133 g) twice daily resulting in an average of around 2 mg GA per day per fish. Following the same rationale, we fed each fish in the 60% GA* experiment, with an average of approximately 20 mg GA per day.

Reproductive-fitness assessments were conducted under blinded conditions. Following the dietary intervention, each fish was assigned a unique ID, and breeding was conducted without reference to treatment groups (Control or GA*). Spawned embryos were then linked to their parental IDs; however, the allocation key linking IDs to treatment was withheld from those counting the embryos until all quantifications were complete. Thus, the researchers counting the embryos remained blinded. For tissue analyses, samples were randomly selected to ensure balanced representation across treatment groups and experimental blocks.

### Genomic DNA extraction and 16S rRNA sequencing

Genomic DNA was isolated from n = 50 adult zebrafish intestines (6% GA experiment: 14 Control fish and 16 GA fish; 60% GA experiment: 10 Control fish and 10 GA fish) using FastDNA™ SPIN Kit for Soil (MP Biomedical, product code:116560200-CF) as per manufacturer’s recommendations (Fig. 1). This genomic DNA was sent to Source BioScience (UK) in Cambridge (Source Bioscience Sequencing, William James House, Cowley Road, Cambridge, CB4 0WU) for 16S rRNA sequencing (*SI Appendix,* Table S1) with 250 or 300 base pair-end reads. The sequencing platform used was Illumina MiSeq. The bioinformatic microbiome analysis pipeline QIIME2 was used to attain expression data^146^. The R package *phyloseq* 1.44.0^147^ was used for the downstream analysis.

### Metabolites extraction and ^1^H NMR metabolomic analysis

Due to the small amount of tissue in each organ, we pooled brains and intestines from two or three fish per treatment and sex, resulting in six pooled samples per tissue (*SI Appendix,* Table S2). The extraction protocol was conducted and optimised in the Le Gall lab as previously described^148^. High-resolution [^1^H] NMR spectra were recorded on a 600-MHz Bruker Avance spectrometer fitted with a 5-mm TCI proton-optimized triple resonance NMR inverse cryoprobe and a 24-slot autosampler (Bruker, Coventry, England). All identified metabolites (*SI Appendix,* Table S3) were quantified using Chenomx NMR suite 8.6 software (Edmonton, AB, Canada)^149^.

### Reproductive fitness and locomotion assessment

The 6% GA experiment included a total of n = 144 fish (72 Control and 72 GA), whilst the 60% GA experiment included a total of n = 128 fish (64 Control and 64 GA) of equal sex ratio (Fig. 1). We assessed reproductive fitness for both 6% GA fish and 60% GA fish, in addition to their respective control groups.

At the end of the two-week experimental period, natural spawning was initiated by pairing each experimental fish with a non-experimental fish of the opposite sex. The fish were placed in external breeding tanks, separated by a divider, the day before spawning. The breeding tanks were also covered with an opaque cloth to ensure darkness until the next day. On the morning of the experiment**,** after removing the opaque cover and dividers, the breeding tanks were checked hourly for the presence of eggs. In the event of success, the eggs were collected from the tanks and incubated at 28 °C in a 0.01% solution of system water and methylene blue. The resulting clutches were assessed for the different fitness traits at two time points: 2 and 24 hpf (hour post fertilisation).

In the 60% GA experiment, fish were recorded for 60 min in an isolated room whilst being placed in a special tank. All recordings were captured by a GoPro HERO4, and tracking was performed with the idtracker.ai software^150^. The specific settings for the artificial intelligence (AI) tracking are mentioned in the *SI Appendix,* Materials and Methods.

### RNA extraction and RNA-seq

Brain samples from a total of n = 40 fish (20 Control fish and 20 60% GA fish) were collected by dissection following euthanasia by metomidate hydrochloride overdose (Aqua-

calm by Syndel, 4131 Mostar Rd #9, Nanaimo, BC V9T 6A6, Canada), and kept cool on ice before freezing in liquid nitrogen (Fig. 1). RNA extraction was performed using Quick-RNA™ Miniprep Plus Kit with Zymo-Spin™ IIICG Columns (Capped) & Spin-Away™ Filters (Zymo Research, product code: R1057, Cambridge Bioscience, UK) according to manufacturer’s recommendations. Library construction was performed using a NEBNext Ultra II Direction RNA-seq library kit (poly-A selection, 200-300 bp inserts) by the company Novogene (UK) in Cambridge (25 Science Park, Milton, Cambridge, CB4 0FW). Illumina sequencing PE150 was used, resulting in each sample having a minimum of 300 reads and 6G of raw data per sample. The bioinformatics pipeline “nf-core/rnaseq” version: 3.11.1 (https://nf-co.re/rnaseq/3.11.1)^151^ was used to analyse the RNA sequencing data obtained from the zebrafish brain samples using the Ensembl reference genome file (Danio rerio.GRCz11.109). The DEG analysis was performed using the *DESeq2* package^152^. The analysis was stratified into five comparisons according to the diet condition and/or sex by changing the design formula of the *DESeqDataSetFromMatrix* function.

### Statistical analyses

R (version 4.3.1) in R Studio 2023.06.0 Build 421 was used for all the analyses. The Kruskal–Wallis test was used for the α-diversity and statistical significance was determined with a*p*_adj_ < 0.01. Statistical significance in β-diversity was determined using PERMANOVA with a *p* < 0.05. GLMM and LMER models from the library *lme4* were used for the phenotypic and AI data, respectively^153^^154^,. For greater detail regarding these analyses, please refer to the *SI Appendix,* Table S3. Statistical significance for the differentially expressed genes was determined by a log2 fold change with a *p*_adj_< 0.05.

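In the comparison of all 60% GA fish with all Control fish, the fourth smallest unadjusted p was 2.93e-05, with an adjusted p of 0.163 (Benjamini-Hochberg on the Wald p), whereas a p of at most 7.78e-06 would have been needed for 4 genes to pass. Unadjusted p-values under 0.05 were found for 799 genes, or 3.11% of those tested, of which 403 were higher and 396 lower under 60% GA. A uniform distribution of p would give 1285.25 genes. At the other end, 11.3% of genes had an unadjusted p above 0.9. The precision differed between expression levels. At a base mean from 1 to 10, the median standard error of the log2 fold change was 0.857, with which a gene needs a fold change of 16.3 to reach the largest p that passed. The fold change that gives this p with the median standard error was 3.63 from a base mean of 10 to 100, 1.65 from 100 to 1000 and 1.44 from 1000 upwards.

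**Figure D2:**
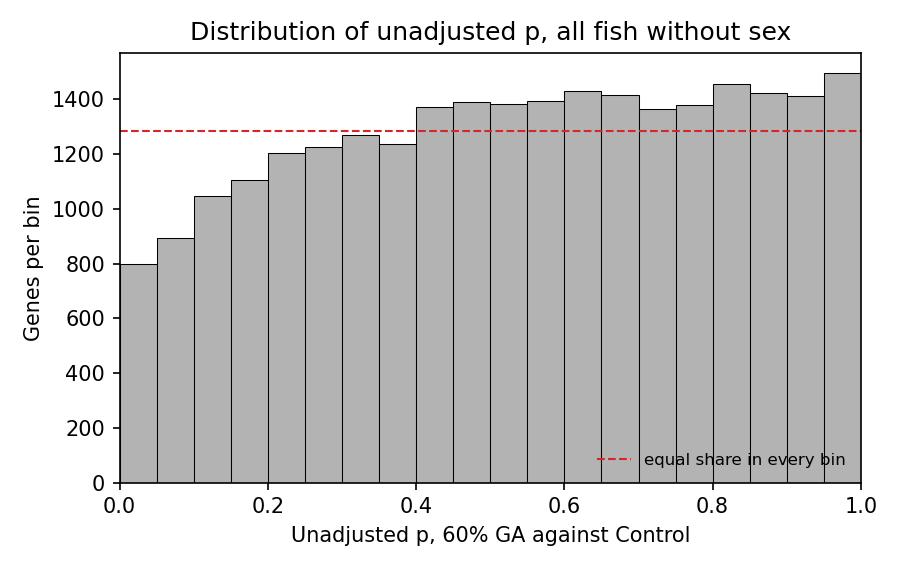
Number of genes (vertical axis) by unadjusted Wald p (horizontal axis, bins of 0.05) in the comparison of 60% GA with Control. The dashed line is the number each bin would hold under a uniform distribution, and the first bin, with 799 genes, lies under it.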

### Preprint

A previous version of this manuscript was published as a preprint 10.1101/2024.10.04.616708.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated and/or analysed during the current study are available in the GEO repository (https://www.ncbi.nlm.nih.gov/geo/) under accession numbers GEO: GSE245252 and GEO: GSE245568. Also, the R scripts used for statistical analysis and graphical representation are available on GitHub (https://github.com/asdfjohnny1/Gum_Arabic_Manuscript). The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Gum Arabic modulates the microbiota-gut-brain axis and affects general fitness in zebrafish
**Source:** Sci Rep. 2025 Oct 2;15:34465. doi: 10.1038/s41598-025-17665-z
**Supplement:** Supplementary file 1 — Supplementary Information.

# Supporting Information for

## Gum Arabic modulates the microbiota-gut-brain axis and affects general fitness in zebrafish

Justin Abi Assaf<sup>a\*</sup>, Jean-Charles de Coriolis<sup>a</sup>, Alice May Godden<sup>a</sup>, Eve Redhead<sup>a</sup>, Jamie Bartram<sup>a</sup>, Jayme Cohen-Krais<sup>a</sup>, Karina Silova<sup>a</sup>, Zoe Crichton<sup>a</sup>, Gwenaelle Le Gall<sup>b</sup>, Saber Sami<sup>b</sup>, Sami Ahmed Khalid<sup>c</sup>, and Simone Immler<sup>a\*</sup>

## Materials and methods

### Genomic DNA extraction (gDNA) and 16S rRNA sequencing

Whole intestines were harvested from euthanised fish by dissection on ice and flash frozen in liquid nitrogen before storage at -80 °C. Before gDNA extraction, frozen samples were homogenized with a handheld homogeniser and pestle and kept on ice. Sequencing libraries were produced with 16S Amplicons V3-V4 by Source Bioscience, Cambridge, UK. The adapter sequences are listed in Table S1. The first ten samples from our first two blocks were sequenced on a MiSeq instrument with 250 base pair (bp) paired-end reads. A PhiX spike-in of 20% was used, and samples were sequenced on one lane on a MiSeq instrument. A further 40 samples were then prepared to produce sequence libraries with IDT for Illumina-Nextera DNA Unique Dual Indexes, using 16S Amplicons V3-V4 and then sequenced in separate sequencing experiment with 300 bp paired-end reads again on a MiSeq (762) instrument. Sequence quality was initially checked with FastQC (<https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>). Using QIIME2, the sequences were trimmed, and adapters were removed using *cutadapt* in the QIIME2 environment. Samples were demultiplexed and *Dada2* was used to denoise and to trim using the following parameters “--p-trunc-len-f 240 \ --p-trunc-len-r 240 \--p-trim-left-f 13 \--p-trim-left-r 13 \”. Feature tables were then generated and visualised before phylogenetic diversity analysis. Taxonomic assignment was performed using the SILVA database release 132 ([https://www.arb-silva.de/fileadmin/silva\\_databases/qiime/Silva\\_132\\_release.zip](https://www.arb-silva.de/fileadmin/silva_databases/qiime/Silva_132_release.zip))<sup>1</sup>. Reads were delineated from the database based on the 341 and 806 primers listed in (Table S1). Our *silva* database was then trained using “qiime feature-classifier fit-classifier-naive-bayes”. Taxonomy was assigned with qiime *sklearn* and data was exported from the QIIME2 environment to perform the downstream analysis using the package *phyloseq*.

### Metabolites extraction and <sup>1</sup>H NMR metabolomic analysis

At the end of the 60% GA experimental, we collected intestines and brains from 16 females and 16 males by dissection on ice for further analysis (Table S2). Immediately after dissection, tissues were flash frozen in liquid nitrogen and stored at – 80 °C until further processing. In brief, the samples were weighed and placed in labelled Eppendorf tubes before adding some glass beads to them. Working on ice, 200 µL of ice-cold methanol and 42.5 µL of ultra-pure cold water were added to each tube before vortexing them. The samples were disrupted using

a tissue lyser. After lysis, 100  $\mu$ L of ice-cold chloroform were added and the tubes were vortexed again before adding another 100  $\mu$ L of ice-cold chloroform in addition to 100  $\mu$ L of ultra-pure cold water. The tubes were vortexed one more time and allowed to sit on ice for 15 min, followed by centrifugation at maximum speed for 5 min, creating two visible layers. 250  $\mu$ L of the top aqueous phase were transferred to new labelled Eppendorf tubes and left to dry gently in an oven for 48 hrs. The bottom chloroform layer was also collected into different new labelled tubes, evaporated, and stored. On the day of the NMR measurement, the aqueous layers were reconstituted in 550  $\mu$ L of NMR phosphate buffer solution. All samples were then vortexed, and 500  $\mu$ L was transferred to a 5 mm NMR tube for spectral acquisition.

## **Phenotypic characterisation and behavioural assessment**

To initiate natural spawning, the fish were placed in pairs of opposite sex the day before in breeding tanks and kept separated by a divider. At 7:30 AM the next day, the divider was removed, and an hour of no disturbance was allocated to instigate the breeding in the zebrafish. Irrespective of the spawning outcome, all fish were placed back into their allocated system tanks by midday. The resulting clutches were assessed for various fitness traits including fertilisation success at 2 hpf, survival at 2 and 24 hpf, and the presence or absence of any developmental abnormalities<sup>2</sup> at 2 and 24 hpf. For the AI recording, the fish were placed in a round tank with a diameter of 235 mm and containing 2 L of system water. For the videos, a 40-minute clip was obtained by cropping out the first and last 10 minutes of each one-hour-long recording to reduce biases caused by the new environment and to standardise the footage. They were then further cropped for AI analysis. A total of 40 clips (5 clips x 2 treatments x 4 blocks), each lasting 5 min, were attained before each clip was analysed separately using the default idtracker.ai documentation.

## **R analysis**

The following additional packages were used to generate plots, to handle data, and to perform statistical analysis: *ggplot2* 3.4<sup>3</sup>, *Ape* 5.7-1 PMID: 30016406<sup>4</sup>, *Readxl* 1.4.3<sup>5</sup>, *dplyr* 1.1.2<sup>6</sup>, *Tibble* 3.2.1<sup>7</sup>, *Vegan* 2.6-4<sup>8</sup>, *ggThemeAssist* 0.1.5<sup>9</sup>, *ggpubr* 0.6.0.999<sup>10</sup>, *paletteer* 1.5.0<sup>11</sup>, *tidyverse* 2.0.0<sup>12</sup>, *pairwiseAdonis* 0.4.1<sup>13</sup>, *microbiomeMarker* 1.12.2<sup>14</sup>, *patchwork* 1.3.1<sup>15</sup>

87    **Supplementary figures**

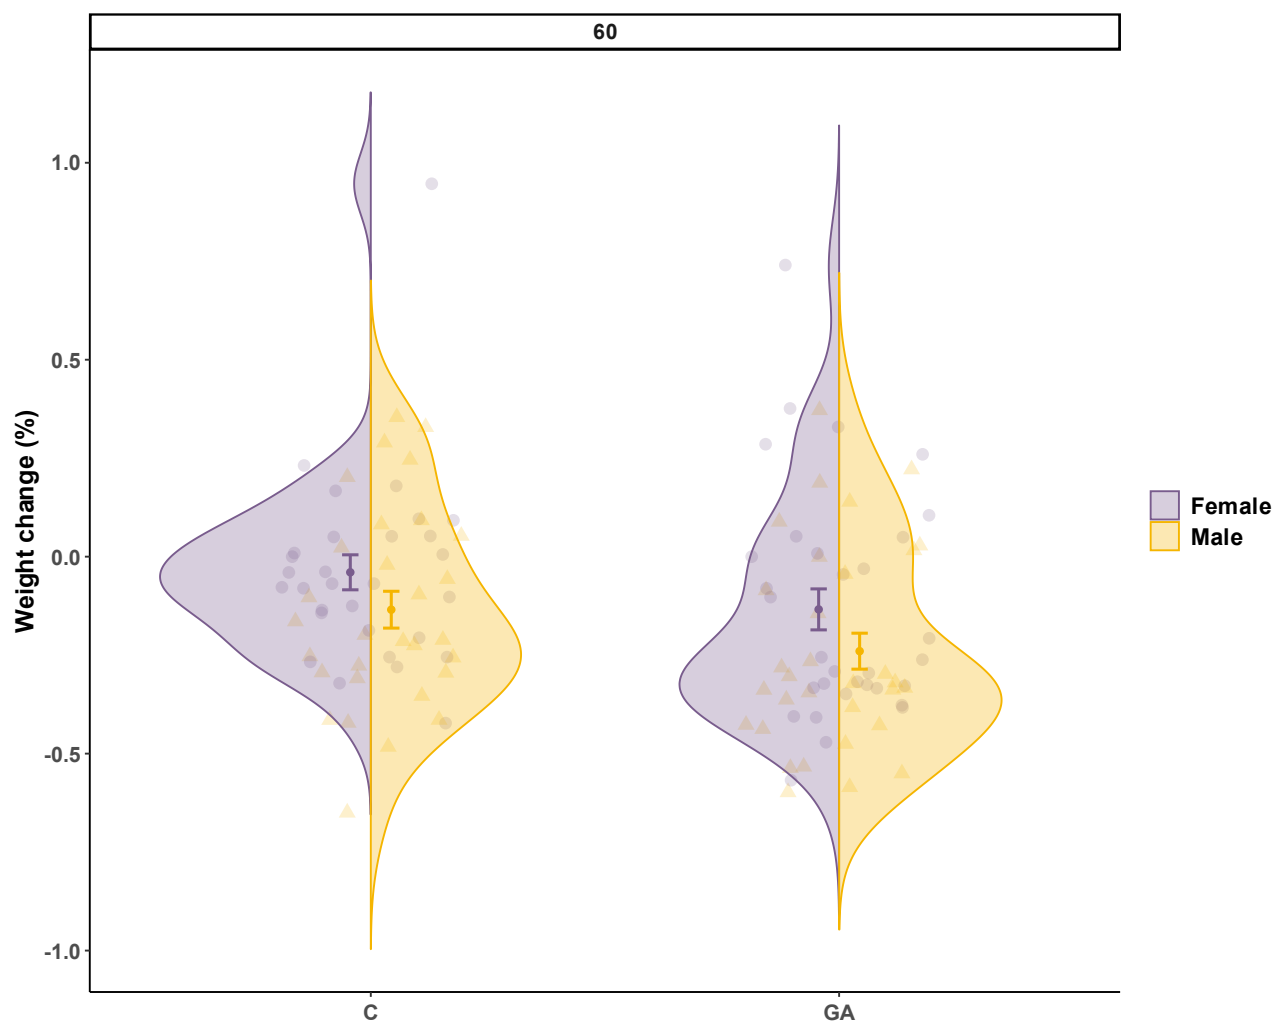

**Fig. S1.** Female and male fish under 60% GA supplementation showed no statistically significant difference in weight compared to sex-matched controls (linear mixed-effects model, lmer; pairwise EMM contrasts via *emmeans*, Tukey-adjusted *P*-value > 0.05).

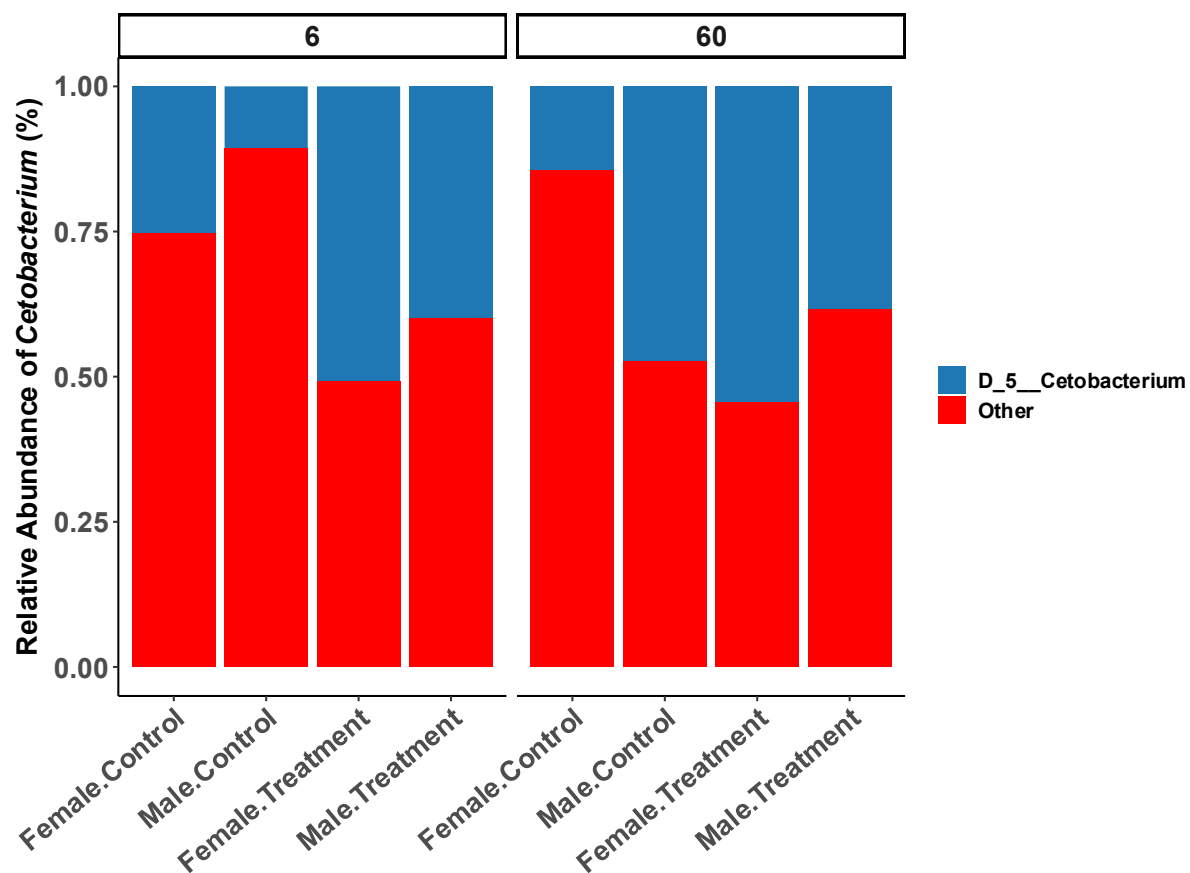

98

99 **Fig. S2.** Under 6% and 60% GA, the relative abundance of *Cetobacterium* was higher in  
 100 females compared to their control groups; however, this apparent increase was only evident  
 101 in males under 6% GA supplementation when compared to the control.

102

103

104

# <sup>1</sup>H NMR spectra of fish brain

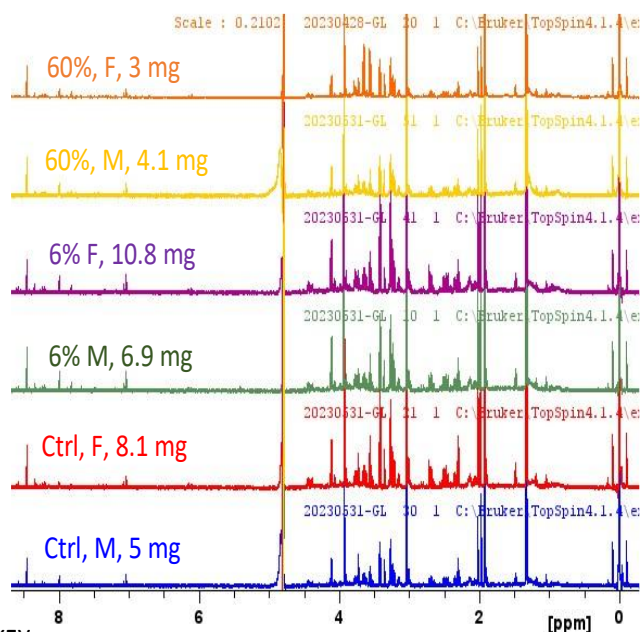

KEY  
 % of gum arabic in diet  
 F/M female/male  
 mg weight tissue

6: 20230428-GL 20  
 5: 20230531-GL 51  
 4: 20230531-GL 41  
 3: 20230531-GL 10  
 2: 20230531-GL 21  
 1: 20230531-GL 30

# <sup>1</sup>H NMR spectra of fish intestine

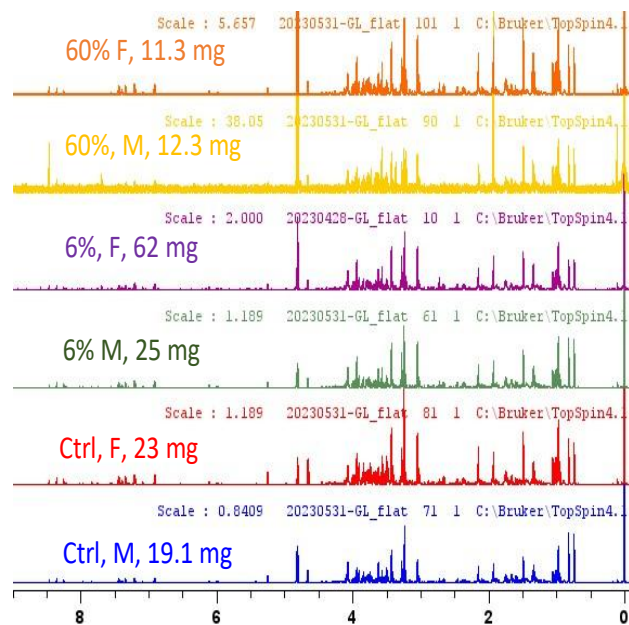

32 scans acq except for 20230428-GL\_20 (128 scans) and  
 20230532\_90 and \_101 (16 scans)

**Fig. S3.** Raw <sup>1</sup>H NMR spectra (brain and intestines). The high field regions are available upon request.

## Supplementary tables

**Table S1.** V3-V4 16S primer sequences and adapter used for library preparation and analyses.

| Primer                                      | Sequence (5' -> 3')                                     | Reference     |
|---------------------------------------------|---------------------------------------------------------|---------------|
| 16s<br>amplicon<br>PCR<br>primer<br>forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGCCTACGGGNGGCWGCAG      | <sup>16</sup> |
| 16s<br>amplicon<br>PCR<br>primer<br>reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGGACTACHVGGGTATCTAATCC | <sup>16</sup> |
| V3-V4<br>non<br>overhang<br>primer<br>341F  | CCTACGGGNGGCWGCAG                                       |               |
| V3-V4<br>non<br>overhang<br>primer<br>806R  | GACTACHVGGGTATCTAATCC                                   |               |
| Forward<br>adapter                          | CTGTCTCTTATACACATCT                                     |               |
| Reverse<br>adapter                          | CTGTCTCTTATACACATCT                                     |               |

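The metabolite measurements were made on pooled tissue, with 1 pool for each diet, sex and tissue, so that 12 pools were measured and none of the groups has a replicate. The diets with 6% and 60% GA were tested in separate experiments. Fig. 1 gives the Controls of the metabolite measurements as pooled from both. The paper's supplement places the collection of these tissues at the end of the 60% GA experiment. Each ratio to Control can therefore also hold a difference between the experiments. The 6 brain pools hold the brains of 16 fish in all. The paper's supplement gives a weight of 8.1 mg for the brains of 3 Control females and 5 mg for those of 2 Control males. For 60% GA the paper's weights are 3 mg from 2 females and 4.1 mg from 3 males. Dividing each weight by the number of fish gives 2.7 mg per Control female brain, 2.5 mg per Control male brain, 1.5 mg per 60% GA female brain and 1.37 mg per 60% GA male brain. The weight matters because concentrations are stated per kilogram of tissue. Per fish, the 60% GA female brain pool weighed 0.556 times the Control female pool, and the ratio in males was 0.547. With a single pool per group, differences between pools cannot be set against a spread between fish.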

**Table S2.** Supplemental information on the samples used in the metabolomics analysis.

| <b>Pooled Sample</b>     | <b>Individual Sample ID</b> | <b>Weight (mg)</b> |
|--------------------------|-----------------------------|--------------------|
| Control Female Brain     | 47.1 + 48.1 + C22.1         | 8.1                |
| Control Female Intestine | 47.5 + 48.5 + C22.5         | 23                 |
| Control Male Brain       | C23.1 + 75.1                | 5                  |
| Control Male Intestine   | C23.5 + 75.5                | 19.1               |
| 6% GA Female Brain       | T33.1 + T35.1 + T39.1       | 10.8               |
| 6% GA Female Intestine   | T33.5 + T35.5 + T39.5       | 62                 |
| 6% GA Male Brain         | 42.1 + 45.1 + T38.1         | 6.9                |
| 6% GA Male Intestine     | 42.5 + 45.5 + T38.5         | 25                 |
| 60% GA Female Brain      | 110.1 + 91.1                | 3                  |
| 60% GA Female Intestine  | 110.5 + 91.5                | 11.3               |
| 60% GA Male Brain        | 84.1 + 90.1 + 106.1         | 4.1                |
| 60% GA Male Intestine    | 84.5 + 90.5 + 106.5         | 12.3               |

137

138 **Table S3.** Supplemental information on the metabolites detected by <sup>1</sup>H NMR.

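Table S3 gives the concentration of 61 metabolites in mmol per kg of tissue, as fitted to the NMR spectrum of each pool. Counted from that table, 38 metabolites are above 0 in at least 1 brain pool and 54 in at least 1 intestine pool. Of these, 31 are above 0 in both tissues, 7 only in brain and 23 only in intestine. Acetate in brain is listed at 5.49 mmol per kg in Control females and 12.89 in 60% GA females, a ratio of 2.35. In males it is listed at 1.79 mmol per kg under Control and 9.39 under 60% GA, a ratio of 5.25. Under 6% GA the ratio of brain acetate to Control was 0.730 in females, so lower than Control, and 3.43 in males. All male brain ratios are taken to the Control male pool, which had the lowest total concentration of the 6 brain pools. Its total was 17.76 mmol per kg, against 67.28 in the Control female pool, so the contrast between the sexes can come from that pool. Over the 37 metabolites above 0 in every brain pool, the median ratio of 60% GA to Control was 1.71 in females and 5.62 in males. Acetate ranked 14 of 37 by this ratio in females and 21 of 37 in males. Outside the Control male pool, brain acetate fell as pool weight rose, from 12.89 mmol per kg at 3 mg to 4.01 at 10.8 mg. Pool weight and diet therefore cannot be told apart for acetate. In the intestine, glucose under 6% GA was at 0.0981 of its Control concentration in females and 0.427 in males. Under 60% GA it was at 0.496 of the Control concentration in females and 0.0734 in males. The median intestinal metabolite stood at 0.227 of Control in 6% GA females, 0.778 in 6% GA males, 1.22 in 60% GA females and 0.0555 in 60% GA males. In the 60% GA male pool 25 of the 53 metabolites above 0 in the Control male pool are listed at 0, and the median over the others was 0.147. No test is given, since each value comes from a single pool.

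**Figure D3:**
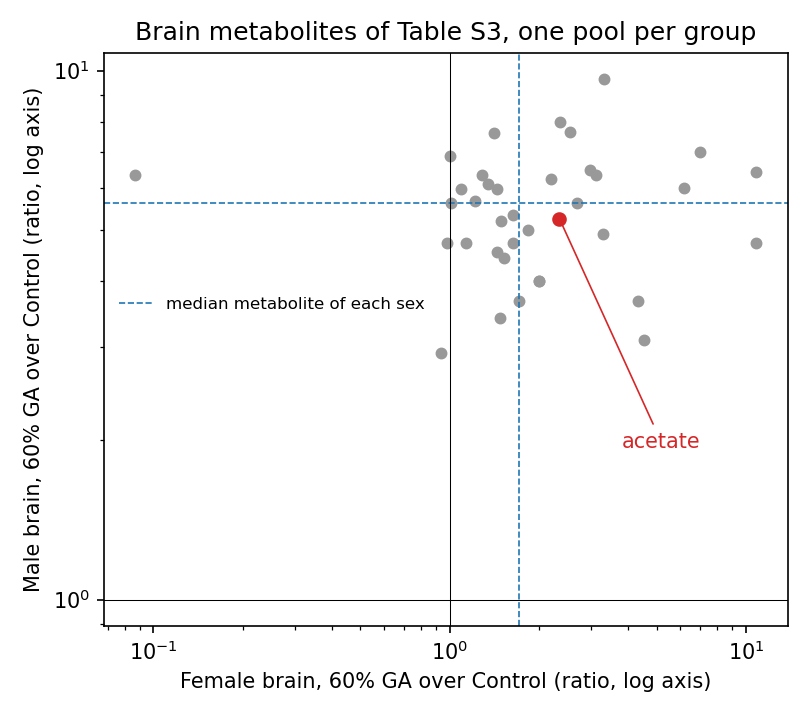
Ratio of the concentration under 60% GA to that under Control in the female brain pools (horizontal log axis) and the male brain pools (vertical log axis), with 1 point for each of 37 metabolites and acetate in red. Dashed lines mark the median metabolite of each sex, 1.71 and 5.62, and solid lines mark a ratio of 1.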

139

| Concentrations<br>(mmol.kg <sup>-1</sup> ) in tissue<br>specimen | BRAIN | BRAIN | BRAIN | BRAIN | BRAIN | BRAIN | INTESTINE | INTESTINE | INTESTINE | INTESTINE | INTESTINE | INTESTINE |
|------------------------------------------------------------------|-------|-------|-------|-------|-------|-------|-----------|-----------|-----------|-----------|-----------|-----------|
| Sex                                                              | M     | F     | M     | F     | M     | F     | M         | F         | M         | F         | M         | F         |
| Diet                                                             | C     | C     | 6%    | 6%    | 60%   | 60%   | C         | C         | 6%        | 6%        | 60%       | 60%       |
| 2-Oxoglutarate                                                   | 0.14  | 0.56  | 0.62  | 0.48  | 0.66  | 0.55  | 0.00      | 0.00      | 0.00      | 0.00      | 0.00      | 0.00      |
| 4-Aminobutyrate                                                  | 0.64  | 2.45  | 1.88  | 1.48  | 1.87  | 2.29  | 0.17      | 0.32      | 0.19      | 0.03      | 0.00      | 0.45      |
| adenosine phosphate                                              | 0.07  | 0.32  | 0.28  | 0.36  | 0.00  | 0.04  | 0.00      | 0.00      | 0.00      | 0.00      | 0.00      | 0.00      |
| Acetate                                                          | 1.79  | 5.49  | 6.14  | 4.01  | 9.39  | 12.89 | 1.81      | 1.84      | 1.83      | 0.62      | 2.37      | 3.23      |
| Adenine                                                          | 0.11  | 0.31  | 0.38  | 0.46  | 0.84  | 0.79  | 0.28      | 0.30      | 0.21      | 0.06      | 0.00      | 0.36      |
| Alanine                                                          | 0.16  | 0.80  | 0.72  | 0.56  | 0.83  | 1.19  | 5.27      | 6.59      | 4.10      | 1.07      | 0.86      | 7.09      |
| Arginine                                                         | 0.00  | 0.00  | 0.00  | 0.00  | 0.00  | 0.00  | 2.65      | 1.51      | 2.20      | 0.57      | 0.51      | 3.92      |
| Asparagine                                                       | 0.00  | 0.00  | 0.00  | 0.00  | 0.00  | 0.00  | 1.55      | 1.90      | 1.25      | 0.41      | 0.43      | 2.22      |
| Aspartate                                                        | 0.13  | 0.70  | 1.06  | 0.70  | 0.99  | 0.99  | 1.57      | 1.79      | 1.19      | 0.44      | 0.43      | 1.56      |
| N-acetylasparylglutamate                                         | 4.81  | 20.32 | 17.44 | 12.89 | 28.71 | 22.20 | 0.00      | 0.00      | 0.00      | 0.00      | 0.00      | 0.00      |
| Betaine                                                          | 0.13  | 0.42  | 0.44  | 0.49  | 0.65  | 0.77  | 0.36      | 0.34      | 0.15      | 0.03      | 0.05      | 0.52      |
| Choline                                                          | 0.04  | 0.21  | 0.20  | 0.17  | 0.25  | 0.46  | 0.71      | 0.40      | 0.39      | 0.11      | 0.00      | 0.74      |
| Citrulline                                                       | 0.00  | 0.00  | 0.00  | 0.00  | 0.00  | 0.00  | 0.47      | 0.65      | 0.58      | 0.35      | 0.00      | 1.51      |
| Creatine                                                         | 1.65  | 6.39  | 6.92  | 6.23  | 7.30  | 9.72  | 2.17      | 2.90      | 2.53      | 0.71      | 0.18      | 2.92      |
| Dimethylamine                                                    | 0.03  | 0.23  | 0.13  | 0.25  | 0.19  | 0.02  | 0.25      | 0.24      | 0.30      | 0.15      | 0.00      | 0.50      |
| Ethanol                                                          | 0.14  | 0.39  | 0.36  | 0.27  | 0.66  | 0.64  | 0.00      | 0.00      | 0.00      | 0.00      | 0.00      | 0.00      |
| Formate                                                          | 0.98  | 2.41  | 3.32  | 2.08  | 6.35  | 7.17  | 1.12      | 1.07      | 0.78      | 0.33      | 2.04      | 1.90      |
| Fumarate                                                         | 0.00  | 0.00  | 0.00  | 0.00  | 0.00  | 0.00  | 0.05      | 0.06      | 0.03      | 0.02      | 0.00      | 0.07      |
| Glucose                                                          | 0.00  | 0.00  | 0.00  | 0.00  | 0.00  | 0.00  | 14.30     | 15.59     | 6.10      | 1.53      | 1.05      | 7.73      |
| Glutamate                                                        | 0.59  | 2.06  | 2.29  | 1.79  | 2.79  | 2.33  | 2.80      | 3.56      | 2.91      | 0.78      | 0.14      | 4.01      |
| Glutamine                                                        | 0.36  | 1.46  | 1.66  | 1.69  | 2.15  | 2.11  | 2.85      | 2.42      | 2.17      | 0.67      | 0.39      | 4.16      |
| Glutathione                                                      | 0.00  | 0.00  | 0.00  | 0.00  | 0.00  | 0.00  | 0.26      | 0.22      | 0.24      | 0.05      | 0.00      | 0.31      |
| Glycerol                                                         | 0.35  | 1.14  | 1.30  | 1.09  | 1.65  | 12.36 | 1.83      | 2.99      | 2.10      | 0.60      | 0.76      | 1.37      |
| Glycine                                                          | 0.19  | 1.06  | 1.01  | 0.73  | 1.16  | 1.43  | 1.96      | 2.33      | 1.36      | 0.59      | 0.55      | 2.59      |
| Guanosine                                                        | 0.00  | 0.00  | 0.00  | 0.00  | 0.00  | 0.00  | 0.18      | 0.18      | 0.12      | 0.03      | 0.00      | 0.15      |
| Histidine                                                        | 0.30  | 0.76  | 1.43  | 0.64  | 1.47  | 2.51  | 0.85      | 1.11      | 0.64      | 0.17      | 0.00      | 0.41      |

|                             |      |      |       |      |      |       |       |      |      |      |      |      |
|-----------------------------|------|------|-------|------|------|-------|-------|------|------|------|------|------|
| Inosine phosphate           | 0.00 | 0.00 | 0.00  | 0.00 | 0.00 | 0.00  | 0.11  | 0.10 | 0.13 | 0.10 | 0.00 | 0.13 |
| Inosine                     | 0.11 | 0.21 | 0.31  | 0.36 | 0.34 | 0.95  | 1.23  | 1.13 | 0.64 | 0.20 | 0.21 | 1.09 |
| Isoleucine                  | 0.03 | 0.06 | 0.09  | 0.12 | 0.11 | 0.26  | 2.34  | 2.86 | 1.80 | 0.44 | 0.39 | 2.93 |
| Lactate                     | 1.62 | 6.75 | 11.22 | 6.74 | 8.65 | 11.04 | 1.97  | 2.09 | 1.67 | 0.45 | 0.28 | 2.54 |
| Leucine                     | 0.03 | 0.06 | 0.09  | 0.15 | 0.18 | 0.37  | 4.92  | 6.84 | 4.52 | 1.10 | 0.82 | 7.39 |
| Lysine                      | 0.00 | 0.00 | 0.00  | 0.00 | 0.00 | 0.00  | 5.95  | 6.94 | 4.05 | 0.85 | 0.33 | 7.67 |
| Maltose                     | 0.00 | 0.00 | 0.00  | 0.00 | 0.00 | 0.00  | 0.98  | 0.34 | 0.00 | 0.09 | 0.00 | 0.00 |
| Methanol                    | 0.21 | 0.60 | 0.68  | 0.40 | 1.18 | 1.61  | 0.29  | 0.23 | 0.16 | 0.06 | 0.29 | 0.37 |
| Methionine                  | 0.03 | 0.09 | 0.09  | 0.07 | 0.17 | 0.11  | 1.62  | 2.21 | 1.45 | 0.29 | 0.17 | 2.34 |
| N-Acetylcysteine            | 0.00 | 0.00 | 0.00  | 0.00 | 0.00 | 0.00  | 0.36  | 0.21 | 0.22 | 0.08 | 0.00 | 0.32 |
| Niacinamide                 | 0.00 | 0.00 | 0.00  | 0.00 | 0.00 | 0.00  | 0.15  | 0.21 | 0.11 | 0.11 | 0.00 | 0.31 |
| N-Acetylaspartate           | 0.55 | 3.06 | 2.92  | 2.15 | 3.09 | 3.10  | 0.00  | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 |
| O-Acetylcarnitine           | 0.01 | 0.03 | 0.04  | 0.02 | 0.04 | 0.06  | 0.02  | 0.01 | 0.08 | 0.02 | 0.00 | 0.04 |
| O-Acetylcholine             | 0.01 | 0.03 | 0.04  | 0.02 | 0.04 | 0.06  | 0.00  | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 |
| O-Phosphocholine            | 0.03 | 0.14 | 0.13  | 0.11 | 0.19 | 0.18  | 2.21  | 0.79 | 0.86 | 0.27 | 0.16 | 1.88 |
| Ornithine                   | 0.00 | 0.00 | 0.00  | 0.00 | 0.00 | 0.00  | 0.07  | 0.30 | 0.41 | 0.04 | 0.00 | 0.20 |
| Phenylalanine               | 0.00 | 0.00 | 0.00  | 0.00 | 0.00 | 0.00  | 2.72  | 3.07 | 1.67 | 0.37 | 0.28 | 2.43 |
| Proline                     | 0.00 | 0.00 | 0.00  | 0.00 | 0.00 | 0.00  | 1.67  | 2.07 | 1.54 | 0.44 | 0.50 | 2.51 |
| Serine                      | 0.10 | 0.27 | 0.24  | 0.33 | 0.34 | 0.40  | 2.98  | 3.73 | 3.35 | 0.92 | 0.22 | 4.92 |
| Succinate                   | 0.01 | 0.01 | 0.03  | 0.05 | 0.07 | 0.07  | 0.05  | 0.08 | 0.06 | 0.01 | 0.00 | 0.05 |
| Sucrose                     | 0.00 | 0.00 | 0.00  | 0.00 | 0.00 | 0.00  | 0.35  | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 |
| Taurine                     | 1.33 | 6.28 | 6.61  | 6.18 | 6.05 | 9.09  | 10.24 | 8.28 | 9.09 | 2.09 | 1.33 | 8.57 |
| Threonine                   | 0.00 | 0.00 | 0.00  | 0.00 | 0.00 | 0.00  | 1.68  | 2.08 | 1.81 | 0.52 | 0.20 | 2.97 |
| Tryptophan                  | 0.00 | 0.00 | 0.00  | 0.00 | 0.00 | 0.00  | 0.47  | 0.64 | 0.37 | 0.10 | 0.00 | 0.53 |
| Tyrosine                    | 0.00 | 0.00 | 0.00  | 0.00 | 0.00 | 0.00  | 2.70  | 3.06 | 2.16 | 0.41 | 0.41 | 4.46 |
| UDP-galactose               | 0.00 | 0.00 | 0.00  | 0.00 | 0.00 | 0.00  | 0.37  | 0.19 | 0.24 | 0.07 | 0.00 | 0.25 |
| UDP-glucose                 | 0.00 | 0.00 | 0.00  | 0.00 | 0.00 | 0.00  | 0.79  | 0.33 | 0.39 | 0.14 | 0.00 | 0.50 |
| Uracil                      | 0.00 | 0.00 | 0.00  | 0.00 | 0.00 | 0.00  | 0.32  | 0.17 | 0.24 | 0.05 | 0.00 | 0.50 |
| Uridine                     | 0.00 | 0.00 | 0.00  | 0.00 | 0.00 | 0.00  | 0.11  | 0.12 | 0.09 | 0.02 | 0.00 | 0.19 |
| Valine                      | 0.03 | 0.09 | 0.07  | 0.12 | 0.19 | 0.28  | 3.21  | 3.75 | 2.48 | 0.67 | 0.44 | 4.24 |
| Xanthine                    | 0.64 | 0.34 | 2.87  | 0.94 | 4.11 | 3.69  | 0.00  | 0.17 | 0.16 | 0.35 | 0.66 | 0.24 |
| Citrate                     | 0.03 | 0.14 | 0.17  | 0.18 | 0.11 | 0.24  | 0.13  | 0.10 | 0.11 | 0.02 | 0.00 | 0.17 |
| Malate                      | 0.11 | 0.31 | 0.50  | 0.42 | 1.06 | 1.03  | 0.82  | 0.51 | 0.48 | 0.15 | 0.00 | 0.73 |
| myo-Inositol                | 0.20 | 1.05 | 0.97  | 0.76 | 1.38 | 1.05  | 0.00  | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 |
| sn-Glycero-3-phosphocholine | 0.07 | 0.28 | 0.50  | 0.31 | 0.56 | 0.66  | 1.09  | 4.28 | 1.77 | 0.19 | 0.00 | 2.32 |

**Table S4.** Supplemental information on the statistical models.

|                | Clutch production (6% GA)                       |       |    |          | Clutch production (60% GA)                       |       |    |          |
|----------------|-------------------------------------------------|-------|----|----------|--------------------------------------------------|-------|----|----------|
| Effect         | Est                                             | $x^2$ | DF | <i>P</i> | Est                                              | $x^2$ | DF | <i>P</i> |
| GA treatment   | 0.36                                            | 0.40  | 1  | 0.52     | -0.41                                            | 0.54  | 1  | 0.46     |
| Sex            | 0.31                                            | 0.35  | 1  | 0.55     | -0.27                                            | 0.27  | 1  | 0.61     |
| Treatment: Sex | -0.49                                           | 0.47  | 1  | 0.49     | 1.32                                             | 3.18  | 1  | 0.075    |
|                | Random effects variance:<br>Tank: 0.23, SD=0.48 |       |    |          | Random effects variance:<br>Tank: 0.05, SD= 0.24 |       |    |          |

|                | Total egg number (6% GA)                                                                                             |       |    |          | Total egg number (60% GA)                                                                                        |       |    |                |
|----------------|----------------------------------------------------------------------------------------------------------------------|-------|----|----------|------------------------------------------------------------------------------------------------------------------|-------|----|----------------|
| Effect         | Est                                                                                                                  | $x^2$ | DF | <i>P</i> | Est                                                                                                              | $x^2$ | DF | <i>P</i>       |
| GA treatment   | -0.19                                                                                                                | 0.10  | 1  | 0.76     | 0.34                                                                                                             | 0.13  | 1  | 0.72           |
| Sex            | -0.16                                                                                                                | 0.02  | 1  | 0.88     | 0.26                                                                                                             | 0.75  | 1  | 0.39           |
| Treatment: Sex | 0.22                                                                                                                 | 0.22  | 1  | 0.64     | 0.37                                                                                                             | 12.56 | 1  | < 0.001<br>*** |
|                | Random effects variance:<br>Observation: 0.74, SD = 0.86<br>Tank: <0.001, SD = <0.001<br>2h counter: 0.03, SD = 0.16 |       |    |          | Random effects variance:<br>Observation: 0.35, SD = 0.60<br>Tank: 0.06, SD = 0.24<br>2h counter: 0.15, SD = 0.39 |       |    |                |

|                | Unfertilised embryos (6% GA)                                                  |       |    |          | Unfertilised embryos (60% GA)                                                |       |    |           |
|----------------|-------------------------------------------------------------------------------|-------|----|----------|------------------------------------------------------------------------------|-------|----|-----------|
| Effect         | Est                                                                           | $x^2$ | DF | <i>P</i> | Est                                                                          | $x^2$ | DF | <i>P</i>  |
| GA treatment   | -0.27                                                                         | 0.08  | 1  | 0.77     | 1.23                                                                         | 0.39  | 1  | 0.53      |
| Sex            | 0.19                                                                          | 0.26  | 1  | 0.61     | -0.14                                                                        | 4.57  | 1  | 0.03<br>* |
| Treatment: Sex | 0.21                                                                          | 0.03  | 1  | 0.86     | -1.77                                                                        | 2.92  | 1  | 0.09      |
|                | Random effects variance:<br>ID: 3.3, SD = 1.82<br>2h counter: 0.21, SD = 0.46 |       |    |          | Random effects variance:<br>ID: 1.49, SD = 1.2<br>2h counter: 1.15, SD = 1.7 |       |    |           |

147

|                | <b>Dead embryos 24h (6% GA)</b>                                                         |                         |           |                 | <b>Dead embryos 24h (60% GA)</b>                                                                                        |                         |           |                 |
|----------------|-----------------------------------------------------------------------------------------|-------------------------|-----------|-----------------|-------------------------------------------------------------------------------------------------------------------------|-------------------------|-----------|-----------------|
| <b>Effect</b>  | <b>Est</b>                                                                              | <b><math>x^2</math></b> | <b>DF</b> | <b><i>P</i></b> | <b>Est</b>                                                                                                              | <b><math>x^2</math></b> | <b>DF</b> | <b><i>P</i></b> |
| GA treatment   | -0.88                                                                                   | 0.55                    | 1         | 0.46            | 0.64                                                                                                                    | 0.82                    | 1         | 0.37            |
| Sex            | -1.02                                                                                   | 1.54                    | 1         | 0.22            | 0.57                                                                                                                    | 1.94                    | 1         | 0.16            |
| Treatment: Sex | 1.02                                                                                    | 0.1.77                  | 1         | 0.18            | 0.80                                                                                                                    | 6.31                    | 1         | 0.01 *          |
|                | <b>Random effects variance:<br/>Observation: 1.6, SD = 1.3<br/>Tank: 0.23, SD = 0.5</b> |                         |           |                 | <b>Random effects variance:<br/>Observation: 1.5, SD = 1.2<br/>Tank: 0.06, SD = 0.2<br/>2h Counter: 0.10, SD = 0.33</b> |                         |           |                 |

148

149

150

151

152

153

154

155

156

157

158

159

160

161

162

**Table S5.** Supplemental information for body surface area (BSA).

| <b>Fish</b> | <b>Strain</b> | <b>Sex</b> | <b>Body Surface Area*</b> | <b>Unit</b>     |
|-------------|---------------|------------|---------------------------|-----------------|
| 1           | AB WT         | Female     | 2.69E+08                  | $\mu\text{m}^2$ |
| 2           | AB WT         | Female     | 2.09E+08                  | $\mu\text{m}^2$ |
| 3           | AB WT         | Female     | 2.09E+08                  | $\mu\text{m}^2$ |
| 4           | AB WT         | Male       | 2.33E+08                  | $\mu\text{m}^2$ |
| 5           | AB WT         | Male       | 2.47E+08                  | $\mu\text{m}^2$ |
| 6           | AB WT         | Male       | 2.41E+08                  | $\mu\text{m}^2$ |

\*The body surface area of zebrafish is estimated to be at least  $10^{-4} \text{ m}^2$ . We took images of the whole fish and used ImageJ to assess the BSA. The raw images can be provided upon request.

186 **Table S6.** Supplemental information on the statistical model for macronutrient differences  
187 (Control vs 60% GA).

| GA | Outcome             | Model                       | AIC    | BIC   | Chisq  | df | P-value      |
|----|---------------------|-----------------------------|--------|-------|--------|----|--------------|
| 6  | Clutch Production   | Sex + Fat + Protein + Carbs | 193.4  | 205.1 | -      | -  | -            |
| 6  | Clutch Production   | GA_Treatment * Sex Model    | 194.9  | 209.6 | 0.47   | 1  | 0.493        |
| 60 | Clutch Production   | Sex + Fat + Protein + Carbs | 190.5  | -85.6 | -      | -  | -            |
| 60 | Clutch Production   | GA_Treatment * Sex Model    | 192.2  | -83.9 | 3.2    | 1  | 0.07         |
| 60 | Weight Difference   | Sex + Fat + Protein + Carbs | -199.5 | 104.7 | -      | -  | -            |
| 60 | Weight Difference   | GA_Treatment * Sex Model    | 198    | 105   | 0.5    | 1  | 0.47         |
| 6  | Unfertilised 2hpf   | Sex + Fat + Protein + Carbs | 297.8  | 142.9 |        |    |              |
| 6  | Unfertilised 2hpf   | GA_Treatment * Sex Model    | 299.8  | 313.7 | 0.0326 | 1  | 0.86         |
| 60 | Unfertilised 2hpf   | Sex + Fat + Protein + Carbs | 181.7  | -84.9 |        |    |              |
| 60 | Unfertilised 2hpf   | GA_Treatment * Sex Model    | 180.9  | -83.5 | 2.8    | 1  | 0.09         |
| 6  | Egg Number          | Sex + Fat + Protein + Carbs | 657.5  | 669.5 |        |    |              |
| 6  | Egg Number          | GA_Treatment * Sex Model    | 659.3  | 673.3 | 0.2    | 1  | 0.6          |
| 60 | Egg Number          | Sex + Fat + Protein + Carbs | 555.5  | 567   |        |    |              |
| 60 | Egg Number          | GA_Treatment * Sex Model    | 547.1  | 560.5 | 10.4   | 1  | <b>0.001</b> |
| 6  | Abnormal rate 2hpf  | Sex + Fat + Protein + Carbs | 124.2  | 129.9 |        |    |              |
| 6  | Abnormal rate 2hpf  | GA_Treatment * Sex Model    | 123.8  | 130.6 | 2.4    | 1  | 0.1          |
| 60 | Abnormal rate 2hpf  | Sex + Fat + Protein + Carbs | 121.5  | 131.1 |        |    |              |
| 60 | Abnormal rate 2hpf  | GA_Treatment * Sex Model    | 123.5  | 135   | 0.05   | 1  | 0.8          |
| 6  | Number Dead 2hpf    | Sex + Fat + Protein + Carbs | 91.9   | 98.7  |        |    |              |
| 6  | Number Dead 2hpf    | GA_Treatment * Sex Model    | 93.8   | 101.7 | 0.1    | 1  | 0.7          |
| 60 | Number Dead 2hpf    | Sex + Fat + Protein + Carbs | 118.7  | 130.2 |        |    |              |
| 60 | Number Dead 2hpf    | GA_Treatment * Sex Model    | 119.1  | 132.5 | 1.6    | 1  | 0.2          |
| 6  | Abnormal rate 24hpf | Sex + Fat + Protein + Carbs | 216    | 227.9 |        |    |              |
| 6  | Abnormal rate 24hpf | GA_Treatment * Sex Model    | 218    | 231.9 | 0.002  | 1  | 0.9          |
| 60 | Abnormal rate 24hpf | Sex + Fat + Protein + Carbs | 180.3  | -84.1 |        |    |              |
| 60 | Abnormal rate 24hpf | GA_Treatment * Sex Model    | 180.9  | -83.5 | 1.4    | 1  | 0.2          |
| 6  | Number Dead 24hpf   | Sex + Fat + Protein + Carbs | 425.8  | 437.7 |        |    |              |
| 6  | Number Dead 24hpf   | GA_Treatment * Sex Model    | 426.1  | 434   | 1.7    | 1  | 0.2          |
| 60 | Number Dead 24hpf   | Sex + Fat + Protein + Carbs | 370.2  | 381.7 |        |    |              |
| 60 | Number Dead 24hpf   | GA_Treatment * Sex Model    | 366.1  | 379.5 | 6.1    | 1  | <b>0.01</b>  |

## References

1. Quast, C. *et al.* The SILVA ribosomal RNA gene database project: Improved data processing and web-based tools. *Nucleic Acids Res* **41**, (2013).
2. Kimmel, C. B., Ballard, W. W., Kimmel, S. R., Ullmann, B. & Schilling, T. F. Stages of embryonic development of the zebrafish. *Developmental Dynamics* **203**, 253–310 (1995).
3. Wickham, H. Data Analysis. in *ggplot2: Elegant Graphics for Data Analysis* 189–201 (Springer International Publishing, Cham, 2016). doi:10.1007/978-3-319-24277-4\_9.
4. Paradis, E. & Schliep, K. Ape 5.0: An environment for modern phylogenetics and evolutionary analyses in R. *Bioinformatics* **35**, 526–528 (2019).
5. Wickham, H. & Bryan, J. readxl: Read Excel Files. <https://readxl.tidyverse.org> (2023).
6. Wickham, H., François, R., Henry, L., Müller, K. & Vaughan, D. dplyr: A Grammar of Data Manipulation. <https://dplyr.tidyverse.org> (2023).
7. Müller, K. & Wickham, H. tibble: Simple Data Frames. <https://tibble.tidyverse.org/> (2023).
8. Oksanen, J. *et al.* vegan: Community Ecology Package. <https://vegandevs.github.io/vegan/> (2024).
9. Gross, C. & Ottolinger, P. ggThemeAssist: Add-in to Customize ‘ggplot2’ Themes. <https://github.com/calligross/ggthemeassist> (2016).
10. Kassambara, A. ggpubr: ‘ggplot2’ Based Publication Ready Plots. <https://rpkgs.datanovia.com/ggpubr/> (2023).
11. Hvitfeldt, E. paletteer: Comprehensive Collection of Color Palettes. <https://github.com/EmilHvitfeldt/paletteer> (2021).
12. Wickham, H. *et al.* Welcome to the Tidyverse. *J Open Source Softw* **4**, 1686 (2019).
13. Martinez Arbizu, P. PairwiseAdonis: Pairwise multilevel comparison using Adonis. . <https://github.com/pmartinezarbizu/pairwiseAdonis> (2020).
14. Cao, Y. *et al.* microbiomeMarker: an R/Bioconductor package for microbiome marker identification and visualization. *Bioinformatics* **38**, 4027–4029 (2022).
15. Pedersen, T. L. patchwork: The Composer of Plots (R package version 1.3.1). <https://patchwork.data-imaginist.com/> (2025).
16. Klindworth, A. *et al.* Evaluation of general 16S ribosomal RNA gene PCR primers for classical and next-generation sequencing-based diversity studies. *Nucleic Acids Res* **41**, (2013).

How the deposited data were processed for this re-analysis (not part of the article)

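Brain RNA of 40 zebrafish was sequenced, 10 females and 10 males under Control and 10 females and 10 males under 60% GA, after 2 weeks on the diet. The mapping of samples to diet and sex came from the sample labels and the paper.

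According to the paper's methods, the authors processed the reads with nf-core/rnaseq on the Ensembl GRCz11 reference and compared groups with DESeq2. The settings for outlier counts and filtering, and the version of that package, are not stated in the paper's text. The deposited comparison table gives for each gene a base mean and a Wald statistic, both recorded here as a score, a log2 fold change with its standard error, and a p-value with its adjusted p-value. All of these were computed by the authors. The table does not name the groups it compares. It was identified as the comparison of all 60% GA fish with all Control fish without sex because the values of 3 genes equal the rows of Table 1 for that comparison, so the match of these values with Table 1 is not independent of that choice. The table was read in 5 copies of the same 25806 genes. The gene symbols are those of the table, except that snora74 is the paper's name for a gene listed there by a clone name. Of the gene IDs, 23862 were found in the reference table of gene names.

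The count tables hold 120 columns named by fish number, in 4 tables. No column name matches a label or a sample list of the paper, so none was used, and depth per fish was not analysed here. For the same reason the tests chosen before the data were examined, which needed counts per fish, were not run. Those were quasi-likelihood tests of diet and sex and tests of gene lists within each sex. The complete model with sex, the comparison of Control females with Control males and the comparisons within one sex were not analysed here.

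From the authors' deposited values, two-sided p-values were recomputed from the Wald statistic and the normal distribution, adjusted by the Benjamini-Hochberg method over the 25705 genes with an adjusted p, and called at 0.05. Intervals are 95% Wald intervals from the standard error. Group means were derived from the base mean and the fold change, assuming that the fitted means of 20 and 20 fish average to the base mean. The precision of each gene is the one its standard error gives. For each expression class, the fold change at which its median standard error would give the largest p that passed was computed. It describes precision and is not a limit of detection, since a larger p would pass if more genes did.

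Alternatives, all chosen after the values had been seen, were a Student distribution with 38 degrees of freedom, filters at a base mean of 0.5, 1, 2, 5 and 10, protein-coding genes alone, a Bonferroni correction, inclusion of the genes at base mean 0, a threshold of 0.1, and a statistic centred on its median and divided by its robust SD.

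Lists of immediate early, appetite peptide, pituitary, retina, blood, and muscle, skin and skeleton genes were written before the data were examined. Lists of epithelium, meninges and olfactory epithelium genes were written after keratin and olfactory receptor genes had been seen in the table, and before the values of their own genes were looked at. Skin genes, muscle and skeleton genes, opsins, and retina genes without opsins were split off after their values were seen. For each list, the median Wald statistic was placed among those of 10000 random lists of the same size drawn from 20 bins of base mean. This percentile describes the list and is not a test over fish, since genes are not replicates and genes of one tissue move together. The method was tested on simulated statistics of the 25705 genes, drawn independently of each other. Of 200 genes shifted by 6, 98.5% were recovered and 5.29% of calls were false, and 7% of 200 unchanged lists of 30 genes lay above the 95th percentile.

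The genes named in the text are those of Table 1 and those past the threshold. Keratins, opsins (exorh among them) and the genes called only after rescaling were chosen after their values were seen.

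The metabolite values are the concentrations that the paper's Table S3 gives for 12 pools, with the weights and numbers of fish of Table S2. Ratios to the Control pool of the same sex, their median over metabolites, and amounts per fish (concentration times weight per fish) were computed from these, without any test. The Control pools hold fish of both experiments, so the ratios do not separate diet from experiment. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.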

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

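The list of retina genes was written before the data were examined, whereas the comparison used for it, its split into opsins and other genes and the test of carried-over retina were chosen after values had been seen.

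The paper does not discuss retina genes, and outside the genes of Table 1 no gene passed the adjusted threshold. Of the 6 gene lists written before the data were examined, only the 27 retina genes had a median Wald statistic outside the 5th to 95th percentile of random lists matched on base mean, at percentile 4.76, with 21 genes lower and 6 higher under 60% GA. With 10 bins of base mean in place of 20 the percentile was 5.01, so the list lies at the edge of that range. No gene of the list passed the threshold adjusted over the list alone, nor over all genes. The 7 opsin genes were all lower, at percentile 0 of matched lists, and 1 of them passed a threshold adjusted over those genes alone, a group formed after its values were seen. In the authors' deposited table, rho has a log2 fold change of -2.99 (standard error 1.07) and an adjusted p of 1.00 (Benjamini-Hochberg on the Wald p). The extra-ocular rhodopsin gene exorh, which is outside the list and was picked after its values were seen, went the other way. Being extra-ocular, exorh does not test whether retina was carried along. In the authors' deposited table it has a log2 fold change of 1.39 (standard error 0.393), an unadjusted p of 0.000417 and an adjusted p of 0.734 (Benjamini-Hochberg on the Wald p).

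A candidate explanation is retina carried along with some Control brains during dissection, which would lower the other photoreceptor genes too. The 20 retina genes without the opsins lay at percentile 31.3, with 14 lower and 6 higher. Of these 20 genes, 19 have a base mean of 1 or more, as do 6 of the 7 opsins. Carried-over tissue could also give such counts, so this level does not show brain expression. If the brain expresses the 20 genes, that could hide a small share of retina. The 5 most abundant of the 20 genes had a median log2 fold change of -0.14. Carried-over retina and a change in the expression of these 7 opsins cannot be told apart here, because the counts per fish that would show whether a few Control fish carry the signal were not analysed. A response of these genes to the diet stays open and untested.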

How the results depend on the processing

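All alternatives reported in this part were chosen after the values had been seen. The alternatives set before the data were examined need counts per fish and were not run: other count tests and normalisations, filters on counts, leaving out each fish, batch, fits over all groups, the replicate block, and other set tests. No paired analysis was possible because the columns of counts could not be matched to samples. For the same reason, other splits of the fish were not counted.

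The number of genes past the threshold was 3. It was 1 with the Student distribution and 1 among genes with a base mean of 10 or more, where snora74 and cart1 are left out by construction. It was 9 with the statistic divided by its robust SD, of which 3 were shared with the 3 above. That scaling widens the statistics, because the robust SD is 0.889. It was 2 with filters at a base mean of 0.5, 1, 2 and 5, each of which removes snora74, and 2 among protein-coding genes, which leaves out snora74 by its class. Bonferroni correction gave 2. Including the genes at base mean 0, or a threshold of 0.1, gave 3.

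Of 26 list percentiles recomputed with 10 or 50 bins, 25 stayed on the same side of the 5th and 95th percentiles. The acetate ratio of 60% GA female brain relative to its pool was 1.37 against the median metabolite, 1.38 against the total concentration and 1.54 against creatine. In 60% GA male brain it was 0.934, 0.973 and 1.19, so its side of 1 depended on the reference. The cause of this change in males was not tested. The glucose ratio of 60% GA male intestine relative to its pool was 1.32 against the median metabolite, 0.426 against the total concentration, 0.885 against creatine and 0.500 against the median of the metabolites above 0. The first of these rests on the 25 of 53 metabolites listed at 0 in that pool, since leaving them out takes it below 1. As amounts per fish, the acetate ratio of 60% GA to Control brain was 1.30 in females and 2.87 in males. Amounts per fish leave in the weight of the whole pool, which held 2 or 3 fish. Outside the Control male pool (1.79 mmol per kg at 5 mg), brain acetate fell steadily as pool weight rose. In intestine the lightest pool had the highest acetate (3.23 at 11.3 mg) and the heaviest the lowest (0.62 at 62 mg). Pool weight and diet therefore cannot be told apart for acetate.

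Precision limits weakly expressed genes most. Under a base mean of 1, the median standard error was 2.24 and 0.105% of genes had an unadjusted p under 0.05.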

Differences from the paper's values

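No comparison in this part was planned, and all of them were chosen after the values had been seen.

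The paper gives 22 metabolites as detected in the brain. Counted from its Table S3, 38 metabolites are above 0 in at least 1 brain pool. None of the alternatives set before the data were examined concerns metabolites. Counting each metabolite only in the tissue with the higher mean, a rule chosen after seeing the values, gives 21 for brain and 40 for intestine, within 1.5 times the paper's 22 and 39.

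The paper describes a gradual increase of brain metabolites with GA in both sexes. In females, 14 of 37 metabolites were higher and 22 lower under 6% GA than under Control, with a median ratio of 0.956, and 33 of 37 were higher under 60% GA. In males, 37 of 37 were higher under both diets.

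The paper describes intestinal glucose as negligible in GA-supplemented fish. Table S3 lists 15.59 mmol per kg in Control females, 1.53 in 6% GA females and 7.73 in 60% GA females. In males it lists 14.3 mmol per kg under Control, 6.1 under 6% GA and 1.05 under 60% GA.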

Other observations

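The lists of immediate early, appetite peptide, pituitary, blood, and muscle, skin and skeleton genes were written before the data were examined, while the comparison and the percentile used for them were chosen afterwards. The epithelium, meninges and olfactory epithelium tests were written before the values they measure, but after keratin and olfactory receptor genes had been seen in the table. The other tests in this part were chosen after the result was seen.

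Several skin keratins were higher under 60% GA. The lists written before the data were examined hold 114 genes with a p-value, of which 15 had an unadjusted p under 0.05, against 3.54 at the share of all genes. Of these 15, 1 (cart1) passed the adjusted threshold, and the other 14 split into 7 higher and 7 lower, so the keratins are a choice among them made after their values were seen. In the authors' deposited table the log2 fold change is 1.25 for krt4, 1.47 for krt5 and 1.69 for krt91. Each has an adjusted p of 1.00 (Benjamini-Hochberg on the Wald p). Of the muscle, skin and skeleton list, 3 genes passed a threshold adjusted over the list alone and 0 over all genes. Its 7 skin genes divide into 4 higher and 3 lower (percentile 75.4), with krt17 at -0.15 in the authors' deposited table. A candidate explanation is skin or another epithelium carried along with some 60% GA brains. The epithelium list, without those keratins, lay at percentile 98.8, above the level of 95 named beforehand, with 21 of 34 genes higher. Its 5 most abundant genes had a median log2 fold change of -0.04, 1 gene had an unadjusted p under 0.05 and 0 passed over the list alone. All 34 genes have a base mean of 1 or more, which carried-over tissue could also give. If the brain expresses them, that could hide a small share of epithelium, as for the retina genes. The epithelium list is also 1 of 13 lists examined, and 7% of simulated unchanged lists passed the level of 95. The simulated genes were independent, whereas genes of one tissue move together, so this share does not measure the rate for a tissue list. The requirement that abundant genes rise as well was added after the percentile was seen. The test leaves this explanation open. Meninges (percentile 70.7, 24 of 24 genes at a base mean of 1 or more, 5 most abundant at a median of -0.01), olfactory epithelium (78.4, 14 of 18, median 0.07) and muscle and skull (16.6, 15 of 15, median -0.59) stayed below that level, and no level for excluding them had been set beforehand. These sources and a response of the brain cannot be told apart without counts per fish.

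The remaining lists lay within the 5th to 95th percentile. These were immediate early genes at 84.5, appetite peptide genes at 6.83, pituitary genes at 91.0, blood genes at 23.7 and muscle, skin and skeleton genes at 45.3. Of the appetite peptide genes, 1 (cart1) passed both a threshold adjusted over the list alone and that over all genes. The study chose cart1 on these fish, so this is not independent evidence. For the muscle, skin and skeleton list the median statistic is negative and the mean is positive.

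Fewer genes had a small p than a uniform distribution gives. A candidate explanation is that weakly expressed genes cannot reach a small p. Among genes with a base mean of 100 or more, 2.80% had an unadjusted p under 0.05, also below 5%, which argues against this as the whole cause. The cause stays open.

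With the statistic divided by its robust SD, 6 further genes passed, among them kcnv2b, dipk2b, arhgef18a and or134-1, named after their values were seen. The authors' deposited table gives them adjusted p-values of 0.163, 0.163, 0.170 and 0.240 (Benjamini-Hochberg on the Wald p). Their log2 fold changes there, in the same order, are -4.81, -3.77, 1.40 and 3.51. Under GA, kcnv2b and dipk2b were thus lower, like the listed opsins, while arhgef18a and or134-1 were higher. The gene kcnv2b is not among the listed retina genes, so the test of carried-over retina did not weigh it.

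For females alone, the paper's Table 1 gives slc1a2a a base mean of 9.29, or 186 normalised counts over 20 fish. In the authors' deposited table for all fish its base mean is 2.35, or 93.9 over 40 fish, so the females alone would hold 1.98 times the total of all fish. Its log2 fold change there is -1.30 with an adjusted p of 1.00 (Benjamini-Hochberg on the Wald p). Other size factors in the fit of all fish stay open. The base means of ier2a, egr1 and egr4 differed by at most 1.09 times between the paper's fit of Control fish and the fit of all fish, but that is not the fit of females, so they do not measure its size factors. Another candidate explanation is that outlier counts were replaced in the fit of all fish. The 101 genes listed at base mean 0 with a p of 1 are what DESeq2 writes where all counts of a gene were replaced. Whether replacement touched slc1a2a was not analysed here. For cart1 the paper's base mean for females is 12.66, and the 2 fits together imply 2.30 normalised counts per male fish if no count was changed.

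In the brain pools, 37 of 37 metabolites were higher under 60% GA than under Control in males and 33 of 37 in females. In males, a candidate explanation is a factor shared by all metabolites of the Control male pool, which had lower values than the Control female pool for 35 of 37 metabolites, with a median ratio of 0.307. Another is that less tissue was weighed per brain under 60% GA. The total amount per fish, concentration times weight per fish, was then 0.947 of Control in females, and 18 of 37 metabolites were higher per fish than under Control. In males it was still 2.95 times Control, which argues against weight as the whole cause there. The calculation was thought of after the weights and totals had been seen. Under 6% GA the same ratio was 1.11 in females and 3.89 in males. Fig. 1 gives the Controls as pooled from both experiments, while the supplement names the 60% GA experiment for the tissue collection. A difference between the experiments therefore cannot be told apart from the diet. With 1 pool per group, a response to the diet stays open and untested.

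Intestinal glucose was lower than Control in all 4 GA pools. In the 60% GA female pool the median metabolite was at 1.22 times Control, which argues against a factor that lowered the whole pool. In the other 3 pools most metabolites were lower too, 50 of 53 in 6% GA females, 39 in 6% GA males and 50 in 60% GA males. Glucose fell further than the median metabolite in 6% GA females, where its ratio was 0.432 of that of the median metabolite and the 4th lowest of 53, or in 6% GA males, where it was 0.548 and the 5th lowest. In 60% GA males glucose stood at 1.32 against the median metabolite, but 25 of the 53 metabolites are listed at 0 there, and it stood at 0.500 against the median of the others, 0.426 against the total concentration and 0.885 against creatine. A factor equal to the median would therefore leave part of the fall in both 6% GA pools, but some metabolites fell further than glucose and each group has 1 pool, so how much of the fall a shared factor covers stays open in these 3 pools. Per fish, the intestine pools weighed 2.70 and 0.873 times Control under 6% GA and 0.737 and 0.429 times under 60% GA, in females and males. As amounts per fish, glucose was at 0.265 and 0.372 of Control under 6% GA and 0.365 and 0.0315 under 60% GA, in the same order. A difference between the experiments, whose Controls Fig. 1 gives as pooled, and an effect of the diet stay open and untested.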
